# Monocytes and Monocyte-Derived Antigen-Presenting Cells Have Distinct Gene Signatures in Experimental Model of Multiple Sclerosis

**DOI:** 10.3389/fimmu.2019.02779

**Published:** 2019-11-26

**Authors:** Kelly L. Monaghan, Wen Zheng, Gangqing Hu, Edwin C. K. Wan

**Keywords:** multiple sclerosis, experimental autoimmune encephalomyelitis, monocytes, antigen-presenting cells, RNA-Seq

## Abstract

Multiple sclerosis (MS) is a chronic inflammatory disease mediated by a complex interaction between the autoreactive lymphocytes and the effector myeloid cells within the central nervous system (CNS). In a murine model of MS, experimental autoimmune encephalomyelitis (EAE), Ly6C^hi^ monocytes migrate into the CNS and further differentiate into antigen-presenting cells (APCs) during disease progression. Currently, there is no information about gene signatures that can distinguish between monocytes and the monocyte-derived APCs. We developed a surface marker-based strategy to distinguish between these two cell types during the stage of EAE when the clinical symptoms were most severe, and performed transcriptome analysis to compare their gene expression. We report here that the inflammatory CNS environment substantially alters gene expression of monocytes, compared to the monocyte differentiation process within CNS. Monocytes in the CNS express genes that encode proinflammatory cytokines and chemokines, and their expression is mostly maintained when the cells differentiate. Moreover, monocyte-derived APCs express surface markers associated with both dendritic cells and macrophages, and have a significant up-regulation of genes that are critical for antigen presentation. Furthermore, we found that *Ccl17, Ccl22*, and *Ccr7* are expressed in monocyte-derived APCs but not the Ly6C^hi^ monocytes. These findings may shed light on identifying molecular signals that control monocyte differentiation and functions during EAE.

## Introduction

Multiple sclerosis (MS) is one of the most common neurological disorders among young adults. The etiology of MS is not known but it is widely accepted that it is autoimmune in nature. Current disease modifying agents (DMAs) for MS treatments reduce the rate of relapses, but these treatments do not effectively prevent disease progression (1, 2). This suggests that more effective therapeutic strategies are needed to prevent the progression of MS. Brain autopsy studies revealed that mononuclear myeloid cells are abundantly found in the active demyelinating lesions of patients with MS (3). It has also been demonstrated that mononuclear myeloid cells can directly mediate inflammation, demyelination, and axonal damage (4, 5). Consequently, these cells are an ideal target for novel MS therapies.

The role of mononuclear myeloid cells in neuroinflammation has been elucidated using experimental autoimmune encephalomyelitis, a murine model for MS research (4, 5). Under homeostatic conditions, parenchymal-resident microglia and the non-parenchymal CNS-associated macrophages, including perivascular, meningeal, and choroid plexus macrophages, are responsible for sensing pathogen invasion within the CNS. The phagocytic capability of these cells allows the clearance of pathogens, and cell debris following tissue damage. During the onset of aberrant inflammation in EAE, monocytes migrate to the CNS from the periphery and become the dominant myeloid cell type that promotes inflammation (6, 7). Monocytes are of hematopoietic origin and can be broadly divided into the classical Ly6C^hi^ CCR2^+^ CX_3_CR1^low^ and the non-classical Ly6C^low^ CCR2^−^ CX_3_CR1^hi^ types (8, 9). Classical monocytes are known to play a critical role in the pathogenesis of EAE, given that the CCR2-deficient mice do not develop the disease (10, 11). Upon arrival to the CNS, classical monocytes differentiate into antigen-presenting cells (APCs), via an unidentified signal (12). Unlike monocytes cultured *in vitro* with granulocyte-macrophage colony-stimulating factor (GM-CSF) and M-CSF, which differentiate into dendritic cells (moDCs) and macrophages (moMs), respectively, monocyte differentiation under inflammatory conditions *in vivo* is likely controlled by multiple signals (12–14). Although morphologically undistinguishable from microglia, recent studies suggest that the monocyte-derived APCs promote neuroinflammation during the course of EAE, whereas microglia protect the CNS by clearing debris (15). Therefore, identifying key molecules and pathways that potentially trigger monocyte differentiation into APCs, or distinguish these two cell types may help develop novel therapeutic strategies.

Using fluorescence activated cell sorting coupled with RNA-Seq analysis, we compared the transcriptomes of monocytes isolated from the bone marrow, and monocytes and monocyte-derived APCs from the spinal cords of mice during the peak stage of EAE when the clinical symptoms were most severe. Our primary focus was on the expression of cytokines, chemokines and their respective receptors, immunoregulatory molecules, and transcription factors. Here we report a substantial difference in gene expression profiles in the bone marrow monocytes compared to the CNS-infiltrated monocytes. In addition, CNS-infiltrated monocytes have a gene signature that is distinct from the monocyte-derived APCs. Furthermore, we propose that the expression of *Ccl17, Ccl22*, and *Ccr7* may serve as marker genes to distinguish between monocytes and the monocyte-derived APCs in the CNS.

## Materials and Methods

### Animals

Ten to twelve-week-old female mice on a C57BL/6J background were used. The mice were housed and bred under specific-pathogen-free conditions in the vivarium at West Virginia University Health Sciences Center. Mice were housed according to the Institutional Animal Care and Use Committee (IACUC) guidelines. Mice were maintained on a 12-h light/dark cycle and were fed/watered *ad libitum*. All protocols and procedures performed were approved by the IACUC of West Virginia University, protocol number 1609003850.

### Active Immunization for EAE Induction

Mice were lightly anesthetized with 2% isoflurane, then injected subcutaneously at the upper and lower back with a total of 200 μg of myelin oligodendrocyte glycoprotein (MOG) peptide emulsified in complete Freund's adjuvant (CFA) (Hooke Laboratories, Lawrence, MA, USA). Pertussis toxin (250 ng) was injected intraperitoneally at 2- and 24-h following the injection of emulsion. Clinical scores measured physical disability. A 5-point scale was used (Supplementary Figure 1).

### Isolation of Monocytes and Monocyte-Derived APCs From the Spinal Cord and the Bone Marrow

Mice were sacrificed at the peak of EAE (14–15 days post-induction). Spinal cords were isolated from the mice using the previously described ejection method (16). Briefly, the skull was removed from the mice exposing the brain. The lumbar column was then exposed and cut transversely at the lower portion just above the iliac crest. Ten milliliters of RPMI-10 medium was rapidly injected from the lumen of the spinal canal using a 22G needle. Spinal cords were digested with 1 mg/ml collagenase D and 20 mg/ml DNase I (MilliporeSigma, St. Louis, MO, USA) at 37°C for 30 min, then subjected to a discontinuous 30/70% Percoll gradient centrifugation. Cells in the interphase were collected, combined, and stained with the following antibodies: CD45-PE/Cy7 (30-F11); CD11b-FITC (M1/70); CD64-APC (X54-5/7.1); Ly6C-PE (HK1.4); and Ly6G-BV510 (1A8), all from Biolegend, San Diego, CA, USA. Dead cells were excluded by the LIVE/DEAD Fixable Near-IR stain (ThermoFisher Scientific, Waltham, MA, USA). Monocytes, characterized as CD45^+^ CD11b^+^ CD64^+^ Ly6C^hi^ Ly6G^−^, and monocyte-derived cells, characterized as CD45^+^ CD11b^+^ CD64^+^ Ly6C^low/−^ Ly6G^−^ were sorted using the BD FACSAria III sorter.

To isolate monocytes from the bone marrow of the mice, femurs and tibias were flushed with RPMI-10 medium. Monocytes were first enriched using the monocyte isolation kit (Miltenyi Biotec, Bergisch Gladbach, Germany), then stained with CD45-PE/Cy7 (30-F11), CD11b-FITC (M1/70), Ly6C-PE (HK1.4), Ly6G-BV510 (1A8), and CD11c-Percp/Cy5.5 (N418). Bone marrow monocytes characterized as CD45^+^ CD11b^+^ Ly6C^hi^ Ly6G^−^ CD11c^−^ were sorted using the BD FACSAria III sorter.

### Assessing Monocyte Differentiation During EAE

Mice were sacrificed at the priming phase (7 days post-induction) or at the peak of EAE (14–15 days post-induction). Blood (~200 μl) was collected, and red blood cells were removed by incubating with ACK lysis buffer. Cells from the spinal cord and the bone marrow were obtained as described above. Isolated cells were first incubated with anti-mouse CD16/CD32 (2.4G2, Fc block), then stained with the following antibodies to identify monocytes and monocyte-derived APCs using BD LSRFortessa: CD45-PE/Cy7 (30-F11), CD11b-FITC (M1/70), CD64-APC (X54-5/7.1), Ly6C-PE (HK1.4), Ly6G-BV510 (1A8), CCR2-BV421 (SA203G11), CD11c-Percp/Cy5.5 (N418), MHC II-BV510 (M5/114.15.2), MerTK-APC (DS5MMER), and CD24-BV421 (M1/69).

### RNA Isolation, RNA-Seq Library Preparation and Sequencing

RNA from the purified monocytes and monocyte-derived cells was isolated using RNeasy Plus Mini Kit (Qiagen, Hilden, Germany). Library preparation and sequencing were performed at the Genomics Core Facility of West Virginia University and Marshall University, respectively. RNA-Seq libraries were built using KAPA mRNA HyperPrep Kit (KAPA Biosystems, Wilmington MA, USA) with 300 ng of total RNA and 11 cycles of PCR according to manufacturer's recommendation. The libraries were quantified using Qubit Fluorometer, and the quality of the libraries was determined by Bioanalyzer High Sensitivity DNA Analysis (Agilent, Santa Clara, CA, USA). The libraries were sequenced using the HiSeq 1500 system in high output mode to generate 50 bp paired-end reads (Illumina, San Diego, CA, USA).

### Bioinformatics Analysis

The SALMON package (17) was used to estimate expression values using whole transcripts annotation from Gencode (vM22) as a reference (18). Expression level of a protein-coding gene was measured by TPM (transcripts per million) by pooling all annotated transcript isoforms of the gene with an option “-g” in SALMON. The TPM (log_2_) follows a bimodal distribution and a threshold of two separated actively expressed genes from those expressed at background level. A gene was defined as differentially expressed by GFold (19) if a “Gfold” value (log_2_) is higher than one, meaning that the probability of fold change in expression being larger than two is 0.99 with default settings. We further required DE gene to be actively expressed in at least one of the compared conditions. Heat map visualization of gene expression values were done by MeV (20).

Gene ontology enrichment analysis was done with the online DAVID bioinformatics resource 6.8 (21). Genes that were actively expressed in at least one of the analyzed cell types was included as background. Redundant GO terms output from DAVID were filtered by REVIGO (22) with default settings.

### Statistical Analyses

Statistical comparison between samples was done by student's *t*-test. ^*^P < 0.05; ^**^P < 0.01; ^***^P < 0.001. NS, not statistically different.

## Results

### Identification of Monocytes and the Monocyte-Derived APCs During EAE

During inflammation in the CNS, monocytes and monocyte-derived APCs cannot be morphologically distinguished from microglia, non-parenchymal CNS-associated macrophages, and conventional dendritic cells (cDCs). To address this, we isolated spinal cords from the EAE-induced mice at days 14–15 post-immunization, in which the mice developed severe paralysis (score = 3, Figure 1A). Using the ejection method for spinal cord isolation we removed the leptomeninges and presumably also the non-parenchyma CNS-associated macrophages (16). Additionally, we isolated monocytes and monocyte-derived cells using antibody-based cell sorting (Figure 1B). We first gated on viable cells that highly expressed CD45, which represented the hematopoietic-derived immune cells, but not microglia. We then selected cells that expressed CD11b and CD64 (FcγRI). Selection of the CD64-positive cells excluded cDCs as CD64 is expressed in monocytes and monocyte-derived APCs, but not in cDCs (23). Since neutrophils also express CD64, the CD64-positive cells were further selected with the neutrophil marker, Ly6G. Finally, we distinguished monocytes and monocyte-derived cells by the level of Ly6C expression, since the expression of Ly6C is down-regulated during monocyte differentiation (24). Cell that expressed an intermediate level of Ly6C, which represented the partially differentiated monocytes, were excluded. Without immunization, the percentage of cells in the spinal cords that highly expressed CD45 was <0.3% (Supplementary Figures 2A,B), and among those cells the CD11b+ CD64+ monocytes and monocyte-derived cells were nearly undetectable (Supplementary Figures 2A,C). This observation indeed is reasonable because we do not expect monocyte infiltration into the CNS without immunization. 

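RNA-Seq was done on 3 libraries, each made from cells pooled across mice at days 14 to 15 after immunization with MOG peptide, which induces EAE, a mouse model of multiple sclerosis. The spinal cord monocytes and the monocyte-derived APCs each came from 18 mice in 3 experiments, and the bone marrow monocytes from 13 mice in 2 experiments. With 1 library per population, no difference between them has a replicate check. Every interval covers counting error only, and PCR copies are not independent molecules. The authors estimated reads and TPM per gene with SALMON on GENCODE vM22 and deposited both. The deposited values for each monocyte population covered 54432 genes and those for the APCs 22242, so the APC values came from another transcript set. The 22238 genes common to all 3 libraries were compared. They held 84.9% of the TPM of bone marrow monocytes and 85.3% of that of spinal cord monocytes, and TPM was rescaled to the same sum over them in each library. The estimated reads summed to 33280643 in bone marrow monocytes, 27283795 in spinal cord monocytes and 28209589 in APCs. Fold changes were taken from the reads, rounded to whole numbers and scaled by median-of-ratios size factors, as the median of a gamma posterior with a 98% interval between its percentiles 1 and 99. A gene was called where that interval lay beyond a 2-fold change, after the definition of GFold in the paper, and its rescaled TPM was over 3 in at least 1 of the 2 libraries compared. The paper gives a threshold of 2 on log2 TPM. It was read here as log2 of TPM plus 1, and a TPM of 4 was an alternative. The 95% intervals on TPM are Wilson intervals of the gene's share of the reads. Reads carry no correction for gene length, which can differ between the 2 transcript sets, so reads divided by effective length were an alternative.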

To obtain a sufficient number of monocytes and monocyte-derived cells for constructing RNA-Seq libraries, sorted cells from a total of 18 mice from three independent experiments were combined.

**Figure 1:**
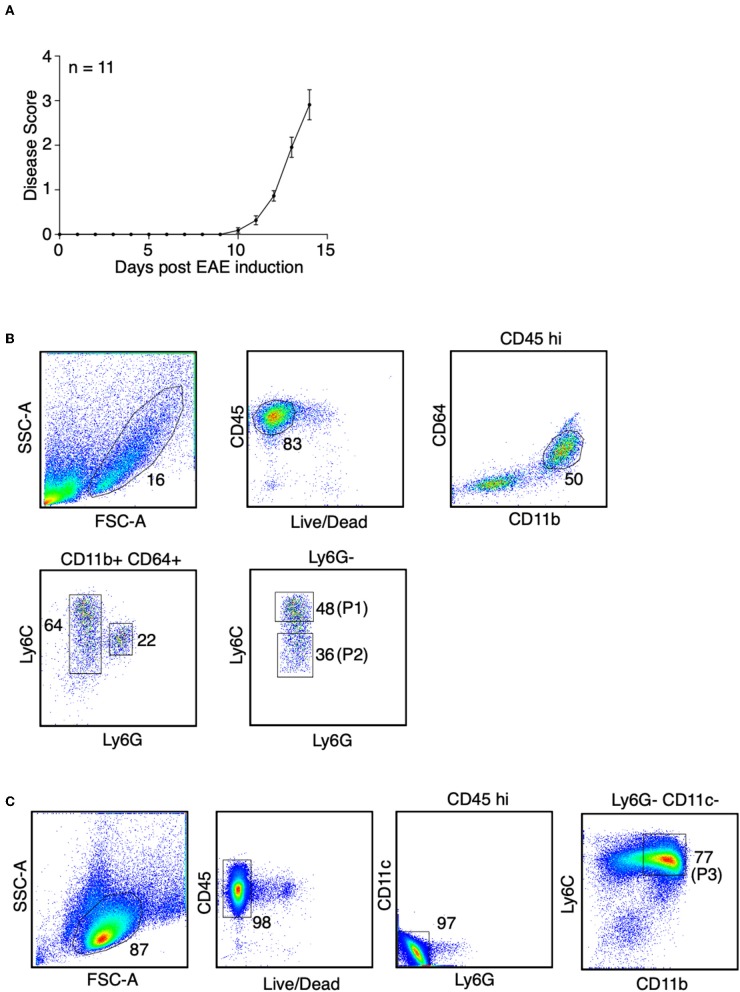
Identification of monocytes and the monocyte-derived APCs during EAE. **(A)** EAE was induced in female mice in C57BL/6J background by active immunization. Disease severity, as determined by physical disability of the mice, was measured. Shown is a combine of three independent experiments with *n* = 11. **(B)** At the peak of EAE (days 14–15), spinal cords were removed from the mice. Spinal cord monocytes (CD45^+^ CD11b^+^ CD64^+^ Ly6C^hi^ Ly6G^−^, P1) andmonocyte-derived APCs (CD45^+^ CD11b^+^ CD64^+^ Ly6C^low/−^ Ly6G^−^, P2) were purified by sorting. Shown are representative plots from three independent experiments, with a total of 18 mice. **(C)** At the peak of EAE (days 14–15), bone marrow cells were isolated from the femurs and tibias from the mice. Bone marrow monocytes (CD45^+^ CD11b^+^ Ly6C^hi^ Ly6G^−^ CD11c^−^, P3) were purified by sorting. Shown are representative plots from two independent experiments, with bone marrow cells from 13 mice were combined.

To identify monocytes from the bone marrow during EAE, viable CD45-positive cells were selected, followed by exclusion of neutrophils and cDCs using antibodies against Ly6G and CD11c. Monocytes were defined as CD11b^hi^ Ly6C^hi^ population (Figure 1C). Sorted cells from a total of 13 mice from two independent experiments were combined.

### Monocytes and Monocyte-Derived APCs Express Signature Genes That Do Not Overlap With the CNS-Associated Macrophages and cDCs

Previous transcriptome analysis studies identified signature genes that broadly characterize a mixed population of monocytes and monocyte-derived cells, CNS-associated macrophages, non-monocyte-derived cDCs, and microglia in healthy mice, during EAE, or other neuroinflammatory conditions (25–33). A recent study using single-cell RNA-Seq analysis demonstrated that cells in the CNS expressing *Ly6c2, Ccr2, Cd44*, and *Fcgr1* during EAE are likely from the monocytic origin (30). 

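Ly6c2 was the most abundant of the monocyte genes, at 5205 TPM in bone marrow monocytes, 3602 TPM in spinal cord monocytes and 1067 TPM in APCs. Plac8 stood at 2564, 3506 and 500.1 TPM in the same order. Cd44 had 374, 476 and 267 TPM. Fcgr1 had 3445, 9342 and 6038 reads, or 81.3 TPM in bone marrow monocytes and 138 TPM in APCs. Nr4a1 was lowest in the bone marrow, at 41.1, 491 and 357 TPM. Ly6c2 has a close paralog, Ly6c1, and reads could be split between them.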

We found that these four genes were highly expressed in monocytes and the monocyte-derived APCs, together with two additional signature genes that define the monocytes/monocyte-derived cells, *Plac8* and *Nr4a1* (Figure 2). Specifically, the expression of *Cd44* distinguishes between monocyte-derived cells and microglia (31). In addition, the expression level of signature genes that identify CNS-associated macrophages (*Mrc1, Lyve1, Cd163, Siglec1, Pf4, Cbr2*) and the non-monocyte-derived cDCs (*Flt3, Zbtb46, Batf3, Itgae, Clec9a*), was either very low or absent in our population identified as monocytes or monocyte-derived APC. This suggests that our strategy for isolating monocytes and monocyte-derived cells excluded CNS-associated macrophages and cDCs (Figure 2). However, we noted that although the expression level of macroglia-associated markers *Sall1, Slc2a5, Siglech, Bhlhe41, Gpr34*, and *Serpine2* was low in monocytes and the monocyte-derived APCs, the expression of *Tmem119* and *P2ry12* was slightly increased in our monocyte-derived APC population (Figure 2). Therefore, the presence of a small number of microglia in this population of cells could not be excluded. Indeed, when we compared the expression of *Tmem119* in our monocyte-derived APC population with the gene expression profile of microglia that was previously reported (31), the estimated microglia contamination in our monocyte-derived APC population was up to 3.5% (Supplementary Figure 3). 

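Among the genes of CNS-associated macrophages, Lyve1 had 0, 2 and 0 reads in bone marrow monocytes, spinal cord monocytes and APCs, at or under the floor of 3 reads in every library. Cd163 had 11 reads in APCs, or 0.128 TPM, and Cbr2 had 0.613 TPM. The other 3 were above 3 TPM in APCs, with Siglec1 at 18.3, Mrc1 at 17.9 and Pf4 at 14.1 TPM. Mrc1 was called higher in APCs than in spinal cord monocytes, with a log2 fold change of 1.41 (98% interval 1.26 to 1.57). Siglec1 (-0.30) and Pf4 (1.12, 98% interval 0.52 to 1.75) were not called in this step. Among the cDC genes, TPM in APCs was 3.24 for Itgae, 6.34 for Batf3, 6.65 for Flt3 and 7.40 for Clec9a. Itgae rose from 44 reads in spinal cord monocytes to 243 in APCs, a log2 fold change of 2.30 (98% interval 1.78 to 2.87). Batf3 fell from 11.7 TPM, with -0.68 (98% interval -1.20 to -0.18), and Flt3 and Clec9a rose by 0.83 and 0.69, and none of these 3 was called. Flt3 was higher in bone marrow monocytes, at 37.8 TPM. Of 116 fold changes behind the paper's statements on single genes, 45 no longer passed the threshold with an assumed spread between libraries of a coefficient of variation of 0.4, the alternative that moved them most.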

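Tmem119 (ENSMUSG00000054675.5) lies on chromosome 5 of GRCm38 from 113793729 to 113800516. It had 1.82 TPM in bone marrow monocytes, 26.0 TPM in spinal cord monocytes and 66.4 TPM in APCs (95% interval 63.9 to 68.9). From spinal cord monocytes to APCs its log2 fold change was 1.33 (98% interval 1.20 to 1.45). P2ry12 stood at 10.1, 36.0 and 85.6 TPM, with a log2 fold change of 1.16 for the same step. Sall1 had 0 reads in bone marrow monocytes and rose from 3.10 to 13.5 TPM, a log2 fold change of 2.09. Siglech rose from 15.2 to 44.4 TPM, Bhlhe41 from 5.49 to 22.5 TPM and Gpr34 from 4.59 to 12.9 TPM. Serpine2 stood at 5.36 and 7.32 TPM, and its log2 fold change of 0.09 on reads was within counting error of 0. Divided by effective length, the log2 fold change of Serpine2 was 0.45. Slc2a5 reached 3.38 TPM in APCs.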

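Trem2 (ENSMUSG00000023992.14), on chromosome 17 of GRCm38 from 48346401 to 48354147, had 54.9, 159.9 and 215 TPM in bone marrow monocytes, spinal cord monocytes and APCs. Its log2 fold change was 1.76 (98% interval 1.63 to 1.88) from bone marrow to spinal cord monocytes and 0.38 (98% interval 0.30 to 0.47) from these to APCs, under the threshold of the call.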

*Hexb* and *Trem2* were used previously to identify microglia but they were also highly expressed in monocytes and monocyte-derived APCs (Figure 2). *Trem2* was shown to be expressed in the inflammatory macrophages and has a detrimental role in Alzheimer's disease pathology (34). The role of *Hexb* in monocytes is not clear, but we detected that *Hexb* was highly expressed in the Ly6C^+^ monocytes isolated from the bone marrow. These findings suggested that both *Trem2* and *Hexb* are not good markers to identify microglia during EAE.

**Figure 2:**
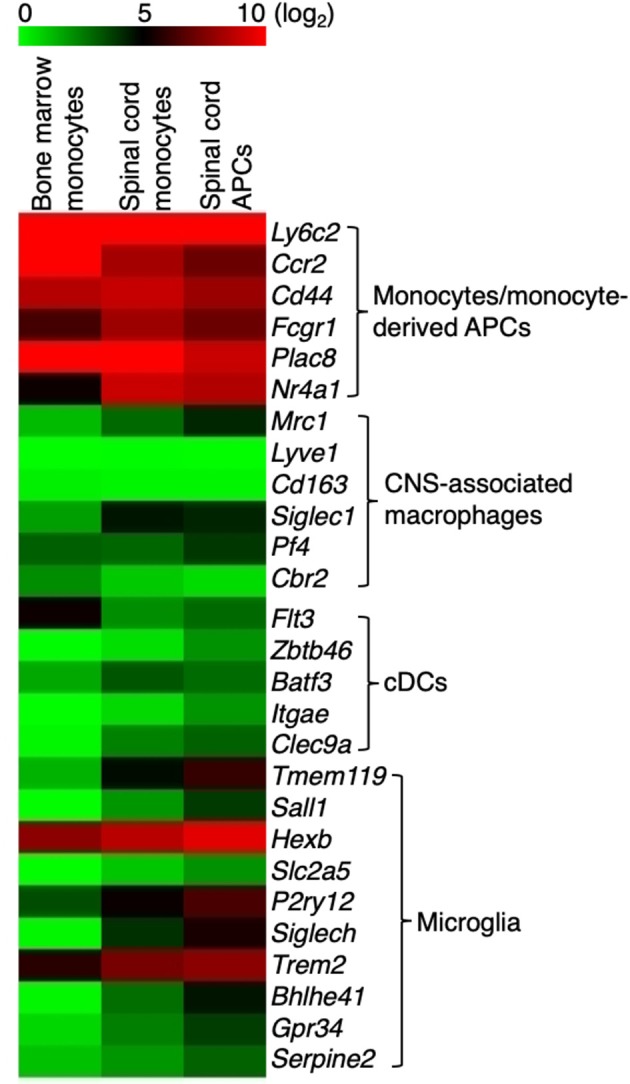
Monocytes and monocyte-derived cells express signature genes that are not overlapped by CNS-associated macrophages and cDCs. Heatmap showing the expression of signature genes in monocyte/monocyte-derived APCs, CNS-associated macrophages, cDCs, and microglia. Signature genes for each cell type were identified based on previous studies. Colors on the heatmap represent log_2_ values of TPM.

### Monocyte-Derived APCs Express Gene Signatures for Both Dendritic Cells and Macrophages

Based on the expression of surface markers, monocytes can differentiate into a heterogenous population of dendritic cells and macrophages upon stimulation with GM-CSF *in vitro* (9, 35, 36). We compared the signature genes for monocytes, dendritic cells, and macrophages in three populations of cells that we have isolated during EAE. Monocytes showed a high expression of *Ly6c* and *Ccr2* in the bone marrow. This expression was reduced when these cells migrated to the spinal cord. 

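Ccr2 (ENSMUSG00000049103.14), on chromosome 9 of GRCm38 from 124101950 to 124113557, fell from 1629 TPM in bone marrow monocytes to 299 TPM in spinal cord monocytes, with a log2 fold change of -2.04 (98% interval -2.07 to -2.02). Ly6c is encoded by a pair of close paralogs on chromosome 15, between which reads can be split. Ly6c2 went from 58313 to 35082 reads, a log2 fold change of -0.27 (98% interval -0.30 to -0.25), and was not called. Ly6c1 stood at 68.1 TPM (95% interval 63.2 to 73.4) and 76.2 TPM (95% interval 71.0 to 81.8). Its log2 fold change was 0.65 on reads (98% interval 0.48 to 0.83) and 0.16 on reads divided by effective length. Ly6c1 is also on the list of endothelial cell genes, of which 8 of 11 were above 3 TPM in spinal cord monocytes.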

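In APCs against spinal cord monocytes, Ly6c2 had a log2 fold change of -1.85 (98% interval -1.89 to -1.81). These populations were sorted by high against low or absent Ly6C, so falls of Ly6c2 and Ly6c1 cannot be told apart from the sort. Ly6c1 fell to 35.4 TPM, a log2 fold change of -1.28 (98% interval -1.49 to -1.06). Divided by effective length, the log2 fold change of Ly6c1 was -1.10 and no longer beyond a 2-fold change by its interval. Ccr2 fell to 139 TPM, with 18305 reads in spinal cord monocytes and 9270 in APCs, a log2 fold change of -1.13 (98% interval -1.17 to -1.09).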

Expression of *Ly6c* and *Ccr2* was further reduced when these cells differentiated into APCs (Figures 3A,B). Correspondingly, we observed a reduction in the surface marker expression of Ly6C and CCR2 in the CD45^hi^ CD11b^+^ CD64^+^ Ly6G^−^ cells isolated from the spinal cord at the peak of EAE, suggesting that these cells were differentiating monocytes (Figure 3C,E). Interestingly, during the early phase of EAE when the mice did not yet develop any disease symptoms, monocytes expressed high level of Ly6C and CCR2 compared to the stage when EAE symptoms were severe (Figures 3D,E).

**Figure 3:**
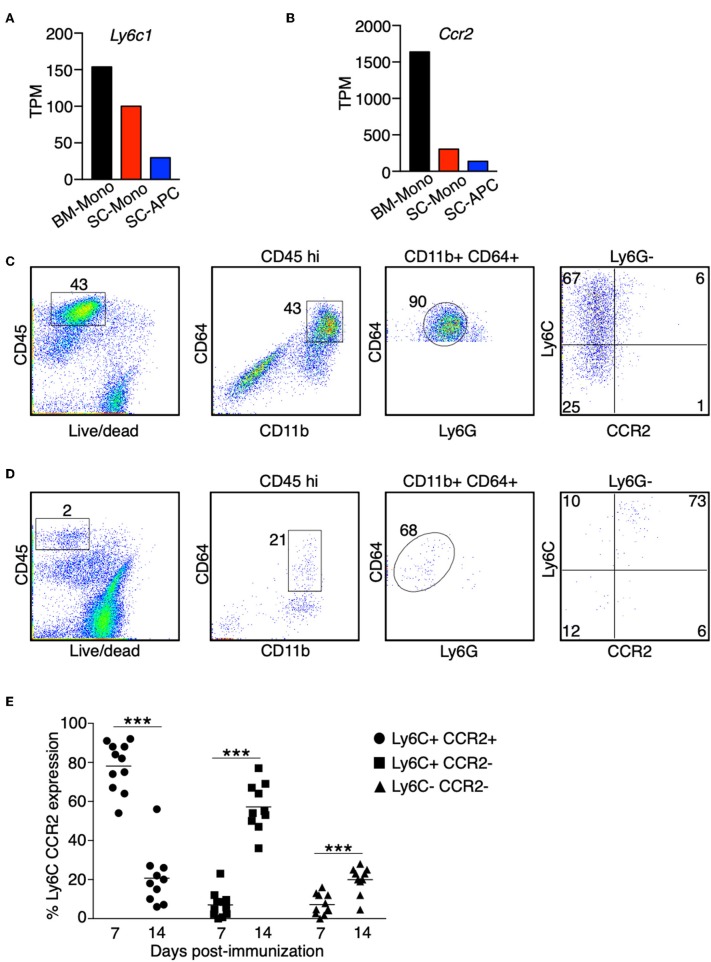
The expression of Ly6C and CCR2 in monocytes is reduced during differentiation in the CNS. **(A,B)** The gene expression level of *Ly6c1* **(A)** and *Ccr2* **(B)** in monocytes isolated from the bone marrow (BM-Mono) or spinal cords (SC-Mono), and the monocyte-derived APCs isolated from the spinal cords (SC-APC) at days 14–15 following EAE induction. Shown are TPM values from RNA-Seq analysis. **(C–E)** Spinal cord cells were isolated at days 14–15 **(C)** or day 7 **(D)** following EAE induction. The expression of Ly6C and CCR2 in the CD45^hi^ CD11b^hi^ CD64^+^ Ly6G^−^ cells was determined. Shown are representative plots from three independent experiments, with a total of 10–11 animals in each time point. **(E)** Percentage of cells expressing Ly6C and CCR2 from individual animals is shown. ***P < 0.001.

In contrast to the reduced expression of signature genes for monocytes, expression of signature genes for dendritic cells (*Itgax, H2-Ab1, H2-Aa*) and macrophages (*Cd68, Mertk*) increased only during monocyte differentiation in the spinal cord (Figures 4A–E). In addition, the expression of *Cd74* was increased in the spinal cord monocytes compared to the bone marrow monocytes, and was further increased in the monocyte-derived APCs (Figure 4F). 

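Itgax had 20 reads in bone marrow monocytes (0.247 TPM), against 48.9 TPM in spinal cord monocytes and 121 TPM in APCs. Its log2 fold change was 7.55 from bone marrow to spinal cord monocytes and 1.59 from these to APCs. Itgax encodes CD11c, and bone marrow monocytes were sorted as CD11c-negative, while spinal cord cells were not gated on CD11c. The rise of Itgax from bone marrow to spinal cord monocytes therefore cannot be told apart from the sort. H2-Ab1 (ENSMUSG00000073421.6), on chromosome 17 of GRCm38 from 34257689 to 34269419, rose from 133 to 1932 and then 5171 TPM, with log2 fold changes of 5.08 and 1.41. H2-Aa rose from 8.81 to 1917 and 4520.1 TPM, with log2 fold changes of 7.99 and 1.22. Each of these 3 genes was called in both steps. Mertk had 0.754, 27.8 and 51.2 TPM in the 3 populations, and its log2 fold change was 5.90 (98% interval 5.45 to 6.41) in the first step and 0.86 (98% interval 0.77 to 0.94) in the second. Cd68 had 489, 773 and 1343 TPM, with log2 fold changes of 0.94 (98% interval 0.90 to 0.98) and 0.82 (98% interval 0.79 to 0.86), under the threshold of the call in both steps.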

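Cd74 (ENSMUSG00000024610.15), on chromosome 18 of GRCm38 from 60803848 to 60812652, had 38.2 TPM in bone marrow monocytes, 4722 TPM in spinal cord monocytes and 11642 TPM in APCs. The first step had a log2 fold change of 7.22 (98% interval 7.10 to 7.34) and the second of 1.34 (98% interval 1.32 to 1.35).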

CD74 plays a critical role in antigen presentation because it mediates the assembly and trafficking of the MHC II complexes (37). Consistent with the role of CD74, recently studies demonstrated that the monocyte-derived cells have prolonged T-cell interactions compared to the CNS-resident macrophages and macroglia during EAE (30). Our results suggest that the differentiation of monocytes into APCs in the spinal cord likely increases their antigen-presenting capability.

**Figure 4:**
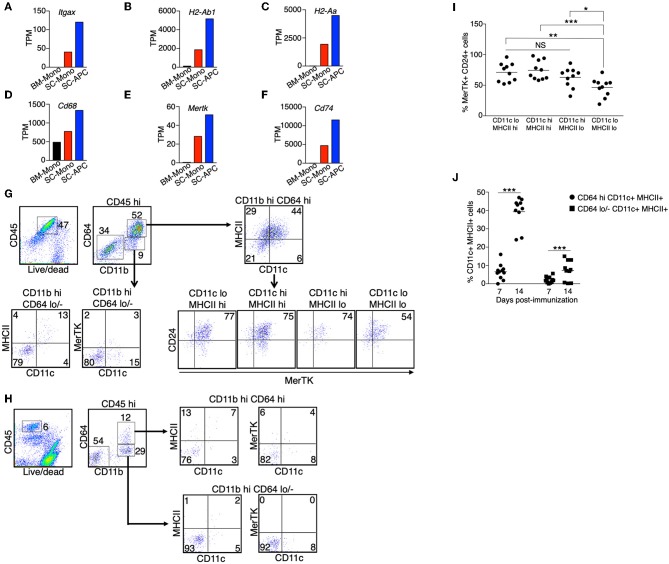
Monocyte-derived APCs expressed gene signatures for both dendritic cells and macrophages. **(A–F)** The gene expression level of *Itgax* **(A)**, *H2-Ab1* **(B)**, *H2-Aa* **(C)**, Cd68 **(D)**, Mertk **(E)**, and Cd74 **(F)** in monocytes isolated from the bone marrow (BM-Mono) or spinal cords (SC-Mono), and the monocyte-derived APCs isolated from the spinal cords (SC-APC) at days 14–15 following EAE induction. Shown are TPM values from RNA-Seq analysis. **(G–J)** Spinal cord cells were isolated at days 14–15 **(G)** or day 7 **(H)** following EAE induction. The expression of surface markers for dendritic cells (CD11c, MHC II) and macrophages (MerTK, CD24) in the CD45^hi^ CD11b^hi^ CD64^+^ Ly6G^−^ cells or the CD45^hi^ CD11b^hi^ CD64^−^ Ly6G^−^ cells was determined. Shown are representative plots from three independent experiments, with a total of 10–11 animals in each time point. **(I)** Percentage of cells expressing MerTK and CD24 within the CD11c/MHCII subpopulations from individual animals is shown. **(J)** Percentage of cells expressing CD11c and MHCII within the CD64^hi^ or CD64^lo/−^ populations from individual animals is shown. *P < 0.05; **P < 0.01; ***P < 0.001. NS, not statistically different.

Since we detected an increased expression of genes that are characteristic of dendritic cells and macrophages, we asked if the monocyte-derived APCs we identified from the spinal cord were a heterogenous population of dendritic cells and macrophages, or if they were a single population of cells that contain a mixed dendritic cell and macrophage phenotype. We isolated immune cells from the spinal cords at the peak of EAE (day 14–15). We used the expression CD11c and MHC II as markers for dendritic cells, and the expression MerTK and CD24 as markers for macrophages, as previously described (38). The expression of MerTK has also been recently suggested to be a marker for the ongoing differentiation of monocyte-derived macrophages during EAE (30). We found that the majority of the CD45^hi^ CD64^hi^ cells, representing cells from the monocyte origin, expressed CD11c and/or MHCII (Figure 4G). Among these cells, over 75% also expressed MerTK and CD24 (Figures 4G,I), suggesting these are cells that display both dendritic cell and macrophage phenotype. In contrast, only some of the CD45^hi^ CD64^lo/−^ cells expressed CD11c and MHC II, and these cells did not express MerTK, suggesting that they were cDCs. Intriguingly, when we analyzed the CD45^hi^ CD64^hi^ cells isolated from the spinal cord at day 7 following EAE induction, in which the mice did not start to have disease symptoms, the majority of the cells (>75%) did not express CD11c, MHC II, and MerTK (Figures 4H,J), suggesting that monocyte differentiation correlates with disease severity.

### The Inflammatory CNS Environment Substantially Induces Monocyte Activation

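Across genes with TPM over 3 in one of the 2 libraries compared, Pearson's r of log2(TPM + 1) was 0.77 between bone marrow and spinal cord monocytes, over 10072 genes. It was 0.95 between spinal cord monocytes and APCs over 9734 genes, and 0.74 between bone marrow monocytes and APCs over 10190 genes. These are correlations across genes, which are not independent replicates. The median absolute log2 ratio was 0.66, 0.31 and 0.74 for the same pairs. Without the filter on TPM, r was 0.93, 0.98 and 0.92.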

We performed a global gene expression analysis of monocytes in the bone marrow, along with monocytes and monocyte-derived APCs, which migrated into the spinal cord during the peak of EAE. 

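Of 10072 genes active in bone marrow or spinal cord monocytes, 1369 were called higher and 1104 lower in the spinal cord. The calls included all 1140 genes of Supplementary Table 1 and 1049 of the 1322 genes of Supplementary Table 2. Of the latter, total reads in place of size factors gave 1298. Reads divided by effective length gave 1300, and all genes of the monocyte libraries 1321. For Supplementary Table 1 the same settings gave 1140, 1106 and 1119. Scaling by total reads in place of size factors shifted all log2 ratios by -0.16, and 1239 were then called higher and 1394 lower. Without a threshold on TPM the counts were 2591 and 1211. An assumed spread between libraries with a coefficient of variation of 0.4 moved them to 593 and 206. The 5 genes called higher with the largest generalized fold changes were Nos2, Tgm2, Arg1, AA467197 and Il1a. Nos2 went from 8 reads to 276 TPM, with a log2 fold change of 11.68, and Arg1 from 2.27 to 3097 TPM, with a log2 fold change of 10.69. The corresponding 5 genes called lower were Gm45062, Rem1, Ctsg, Gm32687 and Elane. Elane fell from 172 to 3.50 TPM and Ctsg from 59.5 to 0.498 TPM.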

We found that the gene expression profile of monocytes was substantially changed from the bone marrow to the spinal cord, with up-regulation of 1,140 and down-regulation of 1,322 genes (fold-change > 2) (Figure 5A, Supplementary Tables 1, 2). 

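Gene ontology enrichment was not repeated, and lists of genes were used in its place. They were written with the Supplementary Tables, which hold values of the same libraries, at hand, so the random lists do not test patterns fixed in advance. The median log2 fold change of 64 active genes of mitosis and DNA replication was -3.09 from bone marrow to spinal cord monocytes, below all 10000 random lists matched on mean expression, and 57 of them were called lower. Their summed TPM was 3492 in bone marrow monocytes and 659 in spinal cord monocytes. For 33 cytokine and chemokine genes the median was 6.68, above all 10000 random lists, with 29 called higher. For 30 chemotaxis genes it was 2.07, with 18 called higher and 6 lower. Reads divided by effective length, the alternative that moved these 3 medians most, gave -3.31 for the mitosis list.

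**Figure D1:**
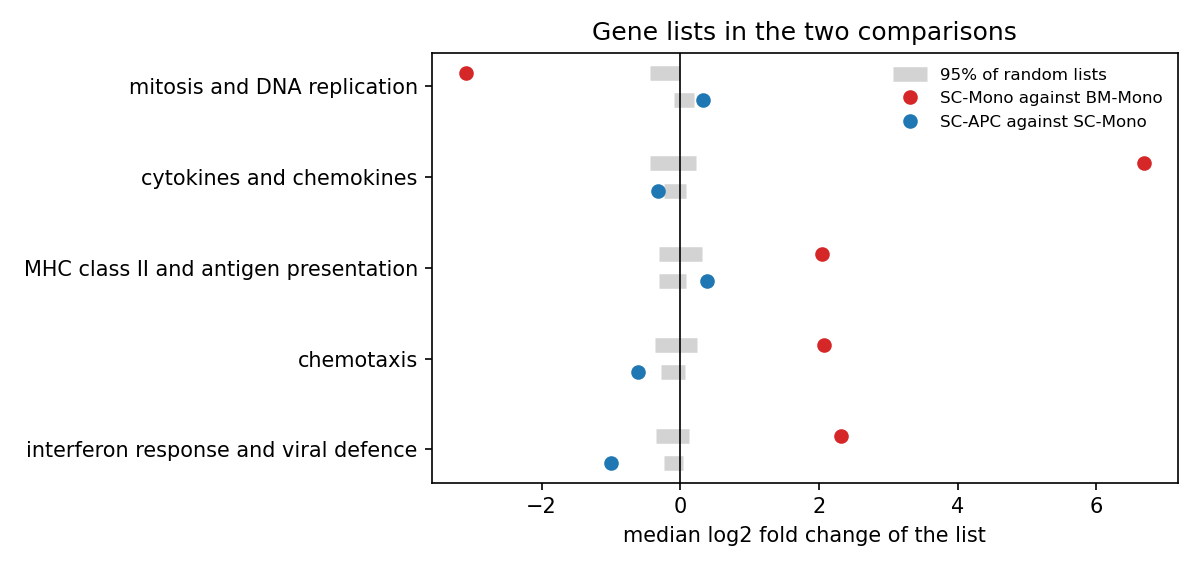
Median log2 fold change of 5 gene lists (points, x axis) from bone marrow to spinal cord monocytes (red) and from spinal cord monocytes to monocyte-derived APCs (blue), with the range of 95% of 10000 random lists matched on mean expression (grey bars). The mitosis list sits at -3.09 in the first comparison and at 0.32 in the second.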

Gene ontology enrichment analysis on biological processes revealed that the genes that were up-regulated were related to receptor signaling, cellular response to cytokines, cell migration, and cell activation (Figure 5B), whereas the genes that were down-regulated in the spinal cord were mostly related to cell division and proliferation (Figure 5C). 

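Between spinal cord monocytes and monocyte-derived APCs, 189 of 9734 active genes were called higher in APCs and 162 lower. They included 132 of the 152 genes of Supplementary Table 3 and 95 of the 96 of Supplementary Table 4. Divided by effective length, 389 were called lower. The 5 genes called higher with the largest generalized fold changes were Gm20594, Lrrc17, Gm49369, Cdh11 and Ccl22, and those called lower were Trim2, Rsc1a1, Ptcra, Msln and Col26a1. Gm20594 and Lrrc17 had 0 and 0 reads in spinal cord monocytes against 10245 and 1191 in APCs, and Trim2 had 10448 against 42. Gm20594, Lrrc17, Cdh11, Trim2 and Col26a1 are not in Supplementary Tables 3 and 4, and the APC values came from another transcript set.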

Within the CNS, there were relatively fewer changes in gene expression when monocytes differentiated into APCs, with up-regulation of 152 and down-regulation of 96 genes (Figure 5D, Supplementary Tables 3, 4). Interestingly, the top categories of genes that were up-regulated in the monocyte-derived APCs compared to the monocytes were also related to cell activation, receptor signaling, and cell migration (Figure 5E). In addition, genes related to antigen processing and presentation, as well as cell differentiation were also up-regulated in the APCs (Figure 5E). 

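The list of MHC class II and antigen presentation genes had a median log2 fold change of 0.39 over 26 genes from spinal cord monocytes to APCs, above all the random lists. Of these, 7 were called higher and 0 lower. From bone marrow to spinal cord monocytes the median was 2.04, with 21 of 25 genes called higher. Their summed TPM was 10912 in bone marrow monocytes, 39195 in spinal cord monocytes and 61605 in APCs.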

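The 30 chemotaxis genes had a median log2 fold change of -0.61 from spinal cord monocytes to APCs, below all the random lists. Of these, 12 were called lower and 1 higher, Cx3cr1, picked out after the values were seen. For 44 genes of interferon response and viral defence the median was -0.99, also below all of them, with 18 called lower and 0 higher. The summed TPM of the interferon response list was 4282 in bone marrow monocytes, 10312 in spinal cord monocytes and 4910.4 in APCs.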

Genes that were down-regulated during monocyte differentiation were related to chemotaxis and defense response (Figure 5F). These data suggest that cellular signals within an inflammatory CNS environment induce a significant change in monocyte function, followed by additional signals that initiate their differentiation. 

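Of the 2473 genes called from bone marrow to spinal cord monocytes, 178 were called again from spinal cord monocytes to APCs. The second step raised 68 genes that had risen in the first and lowered 74 of them. It lowered 28 genes that had fallen and raised 8. A further 173 genes were called in the second step alone. From the gene counts and gene ontology results of both steps, the paper proposes that signals in the inflamed CNS first change monocyte function and that additional signals then start differentiation.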

In support to this notion, monocyte differentiation was not observed in the bone marrow and the blood during the peak of EAE (Figures 6A,B).

**Figure 5:**
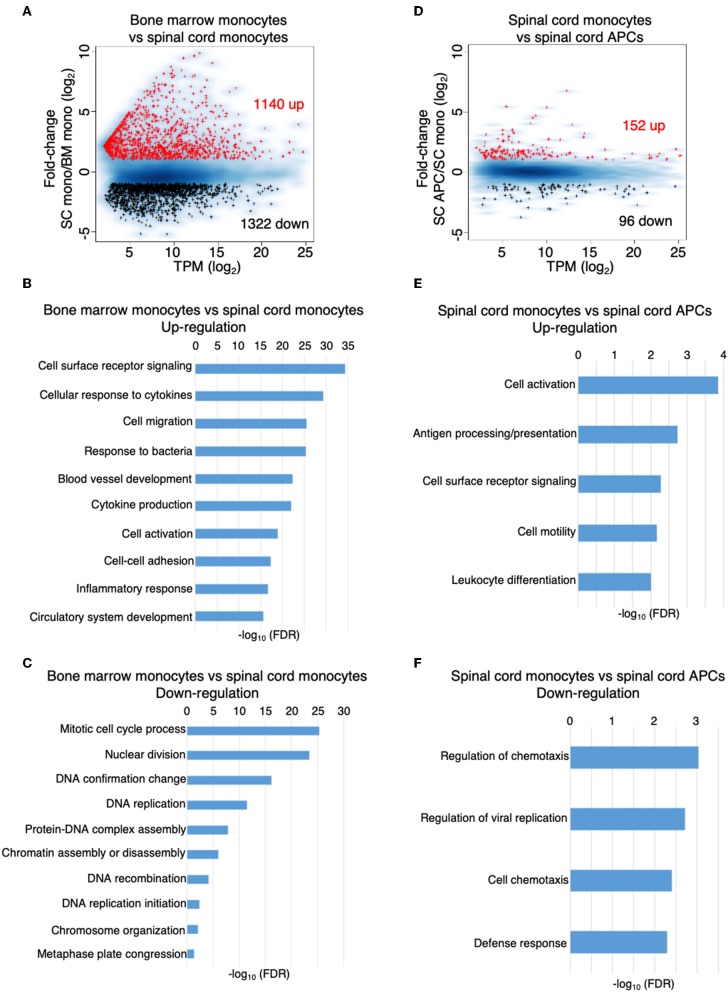
The inflammatory CNS environment substantially induces monocyte activation. **(A–C)** Comparison of the gene expression profile of the monocytes isolated from the bone marrow and the spinal cords at the peak of EAE by RNA-Seq analysis. **(A)** MA-plot of differentially expressed genes in bone marrow monocytes vs. spinal cord monocytes, with fold change ≥2 and FDR < 0.05. **(B,C)** DAVID gene ontology enrichment analysis on biological processes for genes that were up-regulated **(B)** or down-regulated **(C)** in the spinal cord monocytes compared to the bone marrow monocytes, using DAVID bioinformatics resource. **(D–F)** Comparison of the gene expression profile of the monocytes and monocyte-derived APCs isolated from the spinal cords at the peak of EAE by RNA-Seq analysis. **(D)** MA-plot of differentially expressed genes in spinal cord monocytes vs. spinal cord monocyte-derived APCs, with fold change ≥2 and FDR < 0.05**. (E,F)** DAVID gene ontology enrichment analysis on biological processes for genes that were up-regulated **(E)** or down-regulated **(F)** in the spinal cord monocyte-derived APCs compared to the spinal cord monocytes, using DAVID bioinformatics resource.

**Figure 6:**
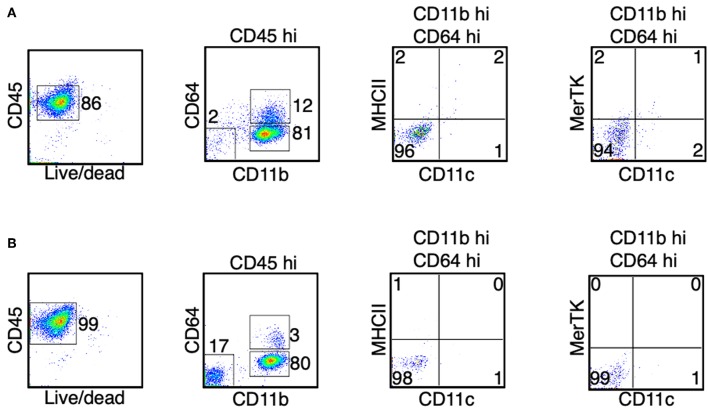
Monocytes do not differentiate in the bone marrow and the blood during the peak of EAE. **(A,B)** At the peak of EAE (days 14–15), cells from the bone marrow **(A)** and the blood **(B)** were isolated. The expression of CD11c, MHC II, and MerTK was determined in the CD45^hi^ CD11b^hi^ CD64^+^ cells. Shown are representative plots from three independent experiments, with a total of 10–11 animals in each time point.

### The Expression of *Ccl17, Ccl22*, and *Ccr7* Distinguishes Monocytes From Monocyte-Derived APCs

Monocyte migration into the CNS is critical for the pathogenesis of EAE, which is demonstrated by studies showing that mice lacking the major chemokine receptor for monocytes, CCR2, are completely resistant to the disease (10, 11). We sought to predict the pathological role of monocytes and monocyte-derived cells in the CNS by examining the expression of cytokines, chemokines, and their receptors, as well as other key immunomodulatory molecules in these cells. Compared to the monocytes in the bone marrow, the expression of *Il1a, Il1b, Il1rn, Osm*, and *Tnf* were the most significantly increased in the spinal cord monocytes and the expression was maintained during their differentiation (Figure 7A). 

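Il1b (ENSMUSG00000027398.13), on chromosome 2 of GRCm38 from 129364570 to 129371139, rose from 6.37 TPM in bone marrow monocytes to 3821 TPM in spinal cord monocytes and was 2899 TPM in APCs. Its log2 fold change was 9.56 (98% interval 9.28 to 9.85) in the first step and -0.34 in the second. Il1a had 12 reads in the bone marrow and 417 TPM in spinal cord monocytes, a log2 fold change of 10.54 (98% interval 9.69 to 11.60). For Il1rn, Osm and Tnf the log2 fold changes of the first step were 6.74, 6.19 and 5.36. In APCs against spinal cord monocytes, Il1a, Il1rn and Tnf changed by -0.24, -0.25 and -0.46 on the log2 scale. Osm fell from 830.2 to 401 TPM, where the 98% interval of its log2 fold change, -1.03 to -0.97, included a 2-fold change, and it was not called. On reads divided by effective length, the log2 fold change of Osm was -1.05.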

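Il6 had 5 reads in bone marrow monocytes, 57.5 TPM in spinal cord monocytes and 32.0 TPM in APCs. Its log2 fold change from bone marrow to spinal cord monocytes was 7.84 (98% interval 6.63 to 9.51), larger than those of Osm and Tnf, although its TPM stayed lower. Il18bp had a log2 fold change of 5.05 and Il18 of 1.91. In APCs, Il18 was 18.7 TPM against 41.9 TPM in spinal cord monocytes, a log2 fold change of -1.05 (98% interval -1.32 to -0.78).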

The expression of *Il6, Il18*, and *Il18bp* was also increased, albeit to a lesser extent (Figure 7A). This result is consistent with the proinflammatory role of monocytes and the monocyte-derived cells during EAE. The expression of several cytokine receptors was also induced. Notably, the expression of *Csf1r* and *Csf2rb* was induced in monocytes and monocyte-derived APCs, and the expression *Csf2ra* was maintained at a high level in the three populations of cells that we analyzed (Figure 7B). 

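Csf1r had 374, 676 and 1134 TPM in bone marrow monocytes, spinal cord monocytes and APCs, and Csf2rb had 16350 reads in the first, 584 TPM in the second and 745 TPM in the third. Between the 2 monocyte populations, Csf1r rose by 1.05 (98% interval 1.02 to 1.08) and Csf2rb by 1.31 (98% interval 1.28 to 1.34) on the log2 scale. That of Csf1r was 0.89 with total reads in place of size factors and 0.85 on reads divided by effective length, in neither case past the threshold. In the second step, to APCs, Csf1r changed by 0.18 on reads and 0.75 on reads divided by effective length, and Csf2rb by -0.39 and 0.35. Csf2ra had 425, 556 and 199.6 TPM. Its effective length was 777 bases in spinal cord monocytes and 1599 bases in APCs, and its log2 fold change in this step was -0.48 on reads and -1.48 on reads divided by effective length. Csf2rb has a close paralog, Csf2rb2, with which reads can be shared.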

*Csf2ra* and *Csf2rb* are subunits of the GM-CSF receptor. Several studies have confirmed a critical role of GM-CSF signaling in monocytes during EAE and MS. In addition, the receptors of several common gamma chain (γ_c_) cytokines were induced in the spinal cord monocytes and monocyte-derived APCs, including *Il2rg, Il4r, Il7r, Il15r*, and *Il21r*. This suggests that IL-4, IL-7, IL-15, and IL-21 potentially play a role in these cells. 

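Between bone marrow and spinal cord monocytes, Il7r rose from 4 to 1508 reads, a log2 fold change of 8.79 (98% interval 7.48 to 10.66). Il21r, Il2rg, Il4ra and Il15ra had log2 fold changes of 5.54, 2.77, 2.22 and 1.77. In APCs, TPM was 337 for Il2rg, 166 for Il4ra, 70.1 for Il21r, 55.3 for Il7r and 45.7 for Il15ra. Il7r was called higher again in APCs, with a log2 fold change of 1.18 (98% interval 1.08 to 1.29), and on reads divided by effective length it was 0.95.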

Interestingly, the expression of *Ifngr1, Il17ra, Il6ra*, and *Il6st* was reduced in the spinal cord monocytes compared to the monocytes in the bone marrow (Figure 7B).

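Ifngr1 fell from 363 to 129.7 TPM from bone marrow to spinal cord monocytes, a log2 fold change of -1.23 (98% interval -1.29 to -1.17). The log2 fold changes of Il17ra, Il6ra and Il6st were -1.58, -1.59 and -1.55, and all 4 genes were called lower. In APCs, Ifngr1 and Il6st stayed at 129 and 20.5 TPM. Il17ra had 71.8 TPM in spinal cord monocytes and 16.7 TPM in APCs, with effective lengths of 3311 and 7502 bases, and its log2 fold change on reads was -0.97.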

**Figure 7:**
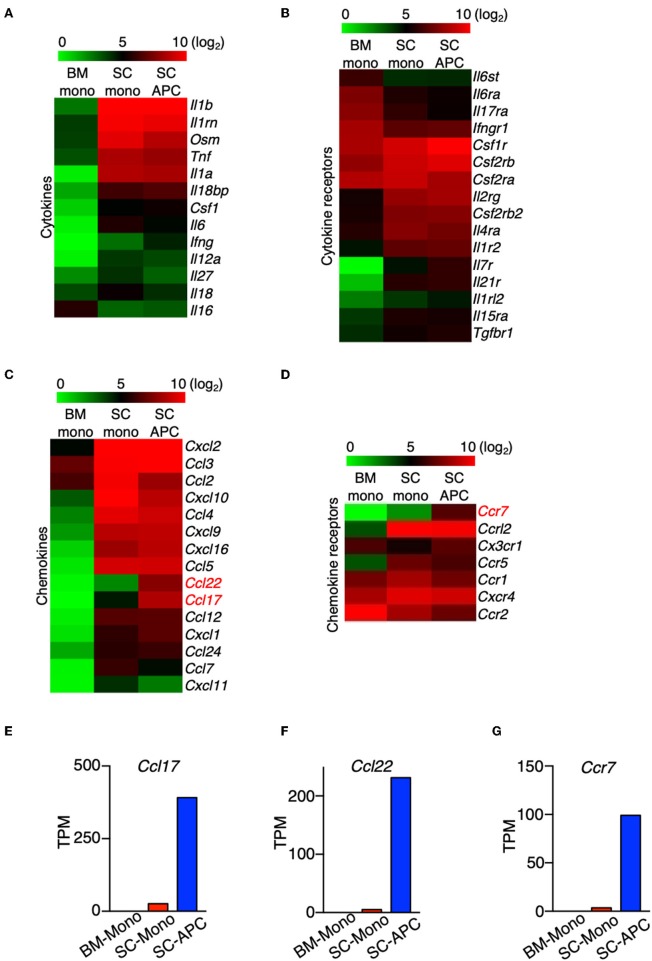
The expression of *Ccl17, Ccl22*, and *Ccr7* distinguishes monocytes from monocyte-derived APCs. **(A–D)** Heatmaps showing the differential expression of genes that encode cytokines **(A)**, cytokine receptors **(B)**, chemokines **(C)**, and chemokine receptors **(D)** from bone marrow monocytes relative to the spinal cord monocytes, and/or spinal cord monocytes relative to the spinal cord monocyte-derived APCs. Colors on the heatmap represent log_2_ values of TPM. **(E–G)** Gene expression level of *Ccl17* **(E)**, *Ccl22* **(F)**, *Ccr7* **(G)** in monocytes isolated from the bone marrow (BM-Mono) or spinal cords (SC-Mono), and the monocyte-derived APCs isolated from the spinal cords (SC-APC) at days 14–15 following EAE induction. Shown are TPM values from RNA-Seq analysis.

A number of chemokine genes were up-regulated in the monocytes following migration to the CNS, with the most significant being *Ccl2, Ccl3, Ccl4, Ccl5, Cxcl2, Cxcl9, Cxcl10, Cxcl16* (Figure 7C). 

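Cxcl2 rose from 33.1 TPM in bone marrow monocytes to 3315 TPM in spinal cord monocytes and Cxcl10 from 10.1 to 1423 TPM, with log2 fold changes of 6.68 and 7.40. Ccl5 had 3 reads in bone marrow monocytes and 3631 in spinal cord monocytes. The ratio to the floor of 3 reads was 1664-fold before counting error, while the 98% interval of its log2 fold change started at 8.96. Ccl3 and Ccl2, which already had 145 and 97.9 TPM in the bone marrow, had log2 fold changes of 3.25 and 3.65. Those of Ccl4, Cxcl9 and Cxcl16 were 7.60, 6.68 and 8.45. All 8 genes were called higher.

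**Figure D2:**
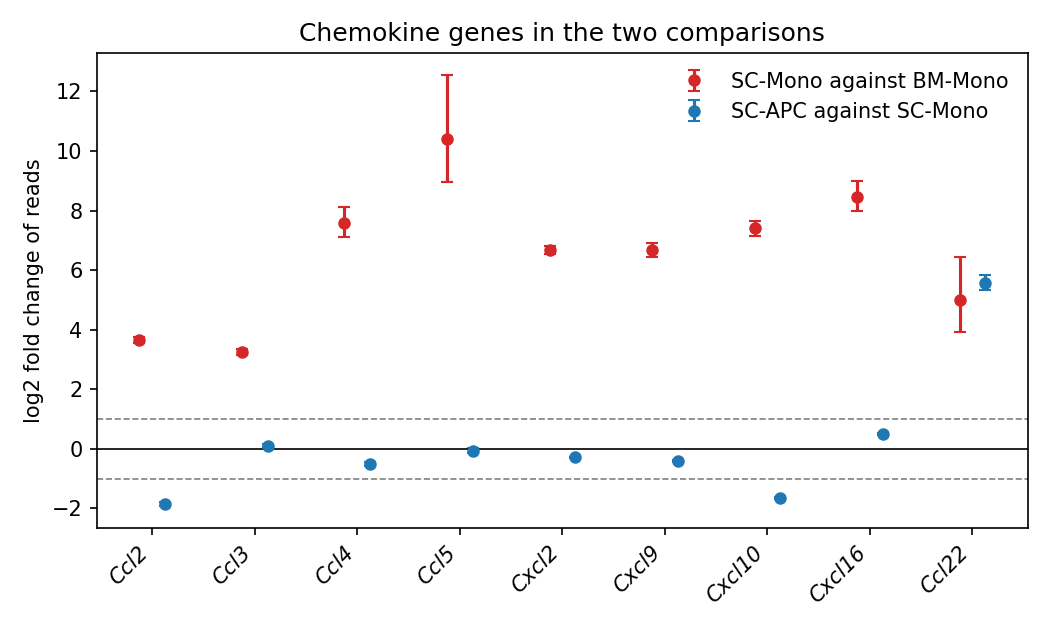
Log2 fold change of reads (y axis) for 9 chemokine genes (x axis) from bone marrow to spinal cord monocytes (red) and from spinal cord monocytes to monocyte-derived APCs (blue), with 98% counting intervals and dashed lines at a 2-fold change. Ccl22 rose in both comparisons, while Ccl2 and Cxcl10 fell by 1.87 and 1.65 in the second.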

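Ccl2 fell from 1059 TPM in spinal cord monocytes to 290.5 TPM in APCs, a log2 fold change of -1.87 (98% interval -1.93 to -1.80). Cxcl10 fell to 444 TPM, a log2 fold change of -1.65 (98% interval -1.70 to -1.61). The other 6 genes named above changed by between -0.51 for Ccl4 and 0.51 for Cxcl16 on the log2 scale, and none was called. Cxcl9 had 459.6 and 229.7 TPM, with a log2 fold change of -0.42 on reads, while its effective length was 1709.6 bases in spinal cord monocytes and 2639 bases in APCs.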

The expression levels of these genes were maintained in the monocyte-derived APCs, with the exception of *Ccl2* and *Cxcl10*, which were down-regulated. Importantly, the expression of *Ccl17* and *Ccl22* was absent in the bone marrow monocytes and was only expressed at low levels in the spinal cord monocytes, but the expression of these genes was significantly induced in the monocyte-derived APCs (Figures 7E,F). 

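Ccl17 and Ccl22 lie on chromosome 8 of GRCm38, Ccl17 (ENSMUSG00000031780.2) from 94810453 to 94812036 and Ccl22 (ENSMUSG00000031779.3) from 94745590 to 94751699. Ccl17 had 0 reads in bone marrow monocytes, where 3 reads would be 0.516 TPM. It had 129 reads in spinal cord monocytes, or 25.5 TPM (95% interval 21.5 to 30.3), and 2259 in APCs, or 389.9 TPM (95% interval 374 to 406). Set against the floor of 3 reads, spinal cord monocytes were 59.1-fold higher before counting error, while the 98% interval of the log2 fold change started at 5.25. Ccl22 had 7, 179 and 9550 reads in the 3 populations, with 4.76 TPM in spinal cord monocytes and 233 TPM in APCs. The log2 fold change from spinal cord monocytes to APCs was 3.98 (98% interval 3.68 to 4.29) for Ccl17 and 5.58 (98% interval 5.34 to 5.84) for Ccl22.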

A recent study has shown that GM-CSF mediates CCL17 production in human monocytes and murine macrophages (39). In addition, mice lacking CCL17, CCL22, or their receptor, CCR4, develop less severe EAE (40–42). Our data suggest that *Ccl17* and *Ccl22* can distinguish between monocytes and monocyte-derived cells in the CNS during EAE. In addition, several chemokine receptor genes were up-regulated in the spinal cord during the peak of EAE, including *Ccr1, Ccr5, Ccrl2*, and *Cxcr4* (Figure 7D). 

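Ccrl2 rose from 9.82 TPM in bone marrow monocytes to 1091 TPM in spinal cord monocytes, a log2 fold change of 7.04 (98% interval 6.86 to 7.23). Cxcr4 and Ccr1 started from 315 and 152 TPM and had log2 fold changes of 1.40 and 1.27. Divided by effective length, that of Ccr1 was 0.96, not past the threshold. Ccr1 was 147 TPM in APCs, a log2 fold change of -1.03 (98% interval -1.08 to -0.98) from spinal cord monocytes.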

Notably, similar to the expression of *Ccl17 and Ccl22, Ccr7* was minimally expressed in the bone marrow and spinal cord monocytes, but its expression was induced in monocyte-derived APCs (Figure 7G). 

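Ccr7 (ENSMUSG00000037944.8), on chromosome 11 of GRCm38 from 99144196 to 99155077, had 1 read in bone marrow monocytes, 114 reads in spinal cord monocytes and 3594 reads in APCs. This was 3.46 TPM in spinal cord monocytes (95% interval 2.88 to 4.15) and 99.8 TPM in APCs (95% interval 96.5 to 103), a log2 fold change of 4.82 (98% interval 4.52 to 5.15). Bone marrow monocytes were under the floor of 3 reads. Set against it, spinal cord monocytes were 52.2-fold higher before counting error, while the 98% interval of the log2 fold change started at 4.54.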

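Zbtb46 (ENSMUSG00000027583.13), on chromosome 2 of GRCm38 from 181387762 to 181459426, had 2 reads in bone marrow monocytes, 31 in spinal cord monocytes and 241 in APCs. Its TPM was 0.496 in spinal cord monocytes (95% interval 0.349 to 0.703) and 3.37 in APCs (95% interval 2.97 to 3.82). It was called higher in APCs, with a log2 fold change of 2.78 (98% interval 2.18 to 3.46). A list of 19 active genes of conventional dendritic cells had a median log2 fold change of 2.01 in the same step, above all the random lists, and 11 were called higher. The summed TPM of the whole list was 963 in bone marrow monocytes, 882 in spinal cord monocytes and 917 in APCs.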

Although *Ccr7* is also expressed in cDCs, contamination with cDCs in our APC population is unlikely as the expression of the cDC marker Zbtb46 was very low (Figure 2). Together, our data suggest that the expression of *Ccl17, Ccl22*, and *Ccr7* distinguishes between monocytes and monocyte-derived APCs in the CNS during the peak of EAE.

We compared the expression of key immunomodulatory molecules that may be critical to distinguish differences in function between monocytes and monocyte-derived APCs. 

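Cd40 rose from 9.16 TPM in bone marrow monocytes to 109 TPM in spinal cord monocytes, Cd80 from 13.0 to 55.6 TPM and Cd86 from 26.0 to 143 TPM. The log2 fold changes were 3.70, 2.62 and 2.73, each called. In APCs, Cd40, Cd80 and Cd86 had 82.8, 45.2 and 94.3 TPM, and none was called against spinal cord monocytes. Cd74 exceeded each of them in every population.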

In both cell types, the expression of *Cd40, Cd74, Cd80*, and *Cd86* was high compared to monocytes isolated from the bone marrow (Figure 8A). This result is consistent with a recent study showing that these four genes are considered as APC signature genes (30). In addition, we found that the expression of *Cd14, Cd24a, Cd38, Cd69, Cd83, Cd164, Cd274*, and *Cd300lf* was high in the monocytes isolated from the spinal cord, and the expression was maintained in the monocyte-derived APCs (Figure 8A). Moreover, similar to the expression of *Cd74* (Figure 4F), expression of *Cd9, Cd63*, and *Cd81* was higher in the spinal cord monocytes compared to the monocytes from the bone marrow, and these genes were further up-regulated when differentiation occurred (Figures 8B–D). 

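Cd83 had the largest log2 fold change of these genes from bone marrow to spinal cord monocytes, at 8.94, followed by Cd274 at 8.12, Cd69 at 5.60 and Cd14 at 5.15. Cd164 and Cd24a had the smallest, with 98% intervals of 1.45 to 1.57 and 1.43 to 1.57, and all 8 genes were called. Cd14 was the most abundant in spinal cord monocytes, at 2447 TPM, and 1378 TPM remained in APCs. The log2 fold changes of the 8 genes from spinal cord monocytes to APCs lay between -0.61 for Cd14 and 0.10 for Cd83, and none was called.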

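Cd9 had 20.4, 562 and 779 TPM in bone marrow monocytes, spinal cord monocytes and APCs, Cd63 had 5.19, 126 and 275 TPM and Cd81 had 2.63, 53.4 and 159 TPM. From bone marrow to spinal cord monocytes the log2 fold changes were 5.12, 4.88 and 4.66. In APCs against spinal cord monocytes, those of Cd63 and Cd81 were 1.10 (98% interval 1.01 to 1.19) and 1.56 (98% interval 1.46 to 1.67). Cd9 rose by 0.49 (98% interval 0.45 to 0.53), under the threshold of the call.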

All three genes encode tetraspanins that were previously described to control monocyte fusion to form multinucleate giant cells (43). Taken together, our data suggest that monocytes and monocyte-derived cells commonly express several proinflammatory cytokine and chemokine genes during the peak of EAE, and the expression of genes related to antigen-presentation are further up-regulated when differentiation occurs.

**Figure 8:**
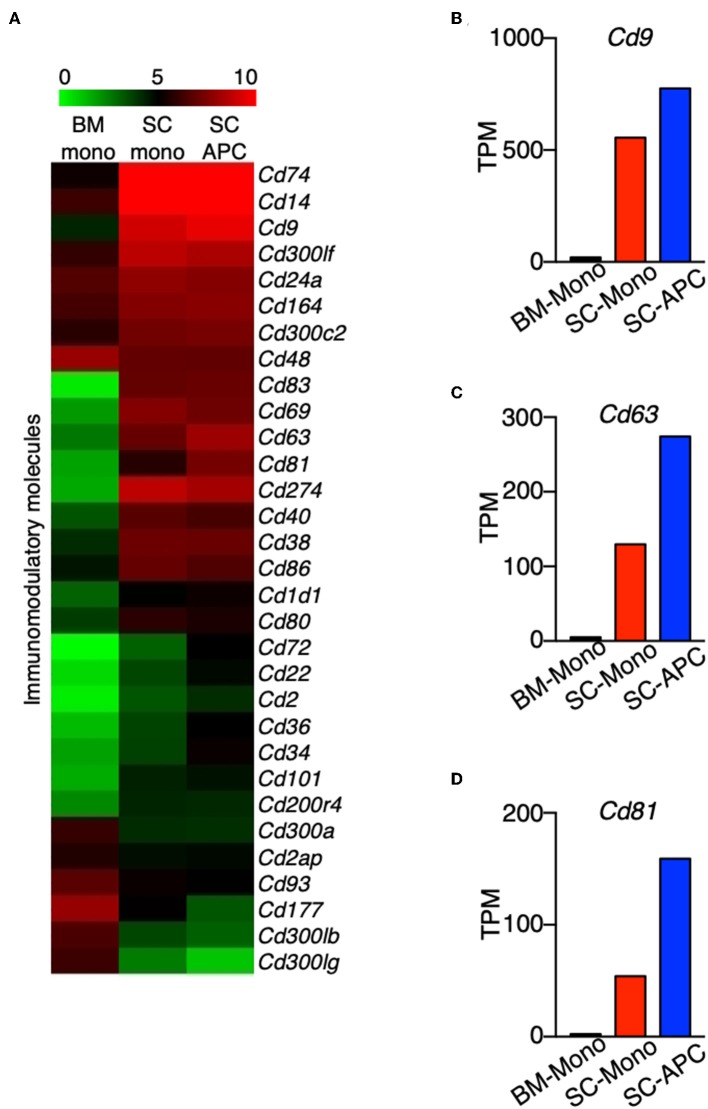
Genes encoding tetraspanins are regulated during monocyte differentiation in the CNS. **(A)** Heatmap showing the differential expression of genes that encode a selected group of immunomodulatory molecules from bone marrow monocytes relative to the spinal cord monocytes, and/or spinal cord monocytes relative to the spinal cord monocyte-derived APCs. Colors on the heatmap represent log_2_ values of TPM. **(B–D)** Gene expression level of *Cd9* **(B)**, *Cd63* **(C)**, *Cd81* **(D)** in monocytes isolated from the bone marrow (BM-Mono) or spinal cords (SC-Mono), and the monocyte-derived APCs isolated from the spinal cords (SC-APC) at days 14–15 following EAE induction. Shown are TPM values from RNA-Seq analysis.

### *Atf3* Is Induced in Monocytes That Migrated Into the CNS During EAE

We identified transcription factors that had altered expression during monocyte differentiation in the CNS. The expression of 13 transcription factors was reduced during monocyte differentiation, but only two (*Bhlhe41, Mef2c*) were increased. 

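Bhlhe41 rose from 410 reads in spinal cord monocytes to 1332 in APCs, a log2 fold change of 1.55 (98% interval 1.36 to 1.74), and was called. Mef2c rose from 11.8 to 26.7 TPM, a log2 fold change of 0.97 (98% interval 0.81 to 1.13), and was not called. Divided by effective length, its log2 fold change was 1.19 and past the threshold. Of the other transcription factors of Figure 9, all but Tet1 had fewer normalized reads in APCs.

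**Figure D3:**
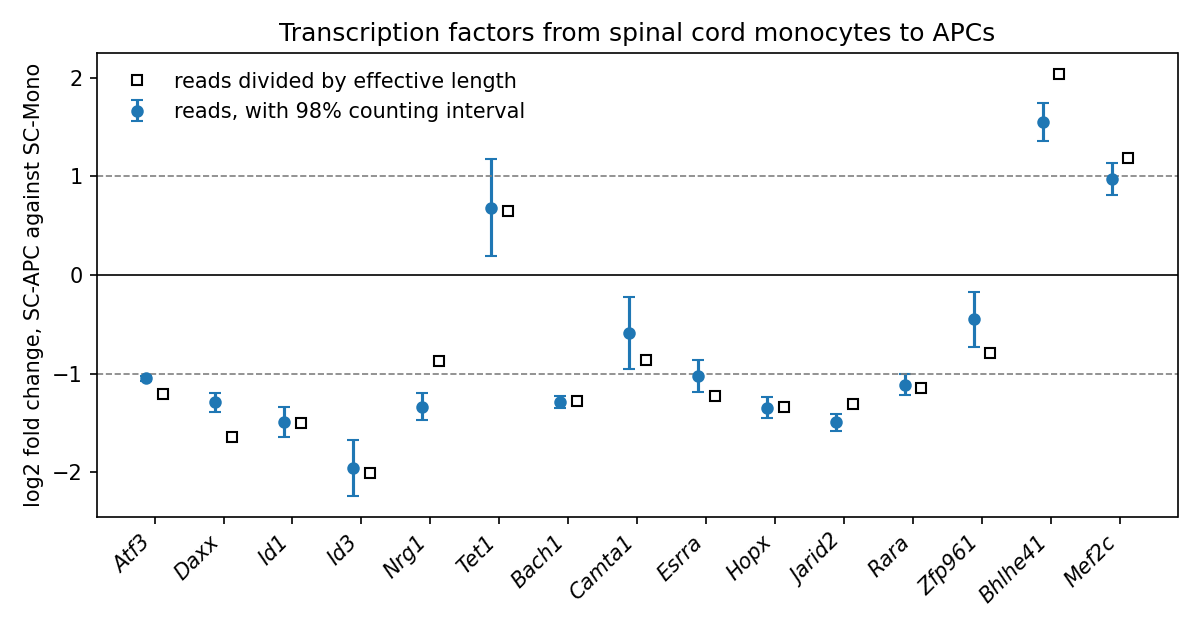
Log2 fold change from spinal cord monocytes to monocyte-derived APCs (y axis) of the transcription factors of Figure 9 (x axis), on reads with 98% counting intervals (blue circles) and on reads divided by effective length (open squares), with dashed lines at a 2-fold change. Bhlhe41 sits at 1.55 and Id3 at -1.95 on reads, and Tet1 is above 0.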

*Atf3* was among the transcription factors that was most significantly expressed in the monocytes from the spinal cord. Its expression was reduced by half in monocyte-derived APCs (Figure 9). 

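Atf3 (ENSMUSG00000026628.13), on chromosome 1 of GRCm38 from 191170296 to 191218039, had 1335 reads in bone marrow monocytes, 43874 in spinal cord monocytes and 23505 in APCs. This corresponds to 43.9 TPM, 1499 TPM and 650.1 TPM. The log2 fold change was 5.50 (98% interval 5.40 to 5.59) from bone marrow to spinal cord monocytes and -1.05 (98% interval -1.07 to -1.02) from these to APCs. With total reads in place of size factors the second was -1.01 and no longer past the threshold. The paper's own value for APCs in its Supplementary Tables is 1113 TPM. With the supplementary APC values, an alternative chosen after the data were seen, the log2 fold change was -0.20. Atf3 is on the list of immediate early genes, of which 29 of 32 were called higher in spinal cord than in bone marrow monocytes.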

A recent study has shown that ATF3 promotes M2 polarization of macrophages *in vitro* (44). Whether ATF3 controls monocyte differentiation during EAE is not known. 

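Daxx fell from 149 TPM in spinal cord monocytes to 47.7 TPM in APCs, Id1 from 131 to 46.2 TPM and Id3 from 33.2 to 8.21 TPM, with log2 fold changes of -1.29, -1.49 and -1.95. Their log2 fold changes from bone marrow to spinal cord monocytes were 1.62, 1.93 and 5.76. Nrg1 had log2 fold changes of 0.87 and -1.33 in the 2 steps, and the second was -0.87 and not past the threshold on reads divided by effective length. Tet1 had 29, 72 and 128 reads in the 3 populations and a log2 fold change of 0.68 (98% interval 0.19 to 1.18) in the second step. Read by eye, Figure 9 instead shows Tet1 falling from about 41 TPM in spinal cord monocytes to about 19 TPM in APCs. The APC values come from another transcript set, so the rise of Tet1 cannot be told apart from its effect. Bach1, Hopx, Jarid2 and Rara were called lower in APCs, with log2 fold changes of -1.28, -1.35, -1.50 and -1.11, and that of Rara no longer passed the threshold with total reads (-1.08). Camta1, Esrra and Zfp961 were not called, at -0.59 (98% interval -0.95 to -0.23), -1.02 (98% interval -1.19 to -0.86) and -0.45 (98% interval -0.73 to -0.17), but Esrra passed the threshold on reads divided by effective length (-1.23). From bone marrow to spinal cord monocytes, none of these 7 genes was called, and their log2 fold changes lay between -0.65 for Hopx and 1.07 for Camta1.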

The expression of several transcription factors, including *Daxx, Id1, Id3, Nrg1*, and *Tet1*, followed the same pattern as *Atf3*, whereas the expression level of *Bach1, Camta1, Esrra, Hopx, Jarid2, Rara*, and *Zfp961* was similar in the bone marrow and spinal cord monocytes, but was reduced during monocyte differentiation. Comparing the expression of transcription factors between these cell subsets may shed light on molecular signals that control monocyte differentiation in the CNS during EAE.

**Figure 9:**
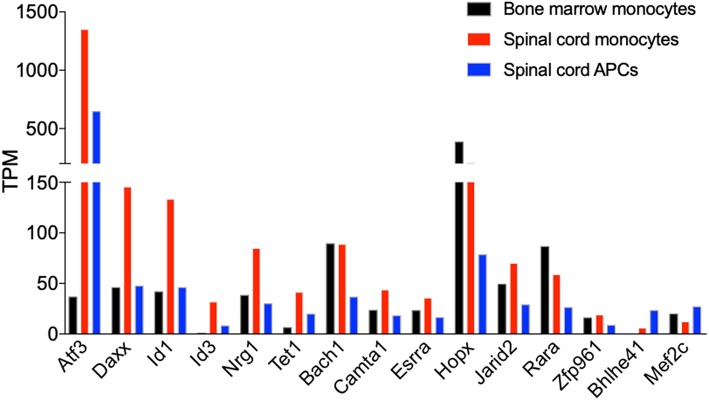
*Atf3* is induced in CNS-infiltrated monocytes during EAE. Graph shows the differential expression of genes that encode transcription factors, which are differentially expressed in monocytes relative to the monocyte-derived APCs isolated from the spinal cords at days 14–15 following EAE induction. Shown are TPM values from RNA-Seq analysis.

## Discussion

To our knowledge, this is the first report to identify distinct gene signatures that can be used to distinguish between monocytes and monocyte-derived APCs in the CNS during inflammation. Although previous studies identified gene signatures that represent the subsets of myeloid cells in the CNS during EAE, those studies most often used the expression of *Ly6c* and *Ccr2* to identity monocytes and monocyte-derived cells as a single population of cells, and utilized the CCR2-repoter mouse strain to determine the locations and functions of these cells *in vivo*. Here we show that the expression of *Ccl17, Ccl22*, and *Ccr7* can be used to further distinguish between these cell types. Monocyte infiltration into the CNS is thought to solely promote inflammation and tissue damage during EAE. As such, a CCR2 antagonist, MK-0812, had entered a phase 2 clinical trial for treating patients with relapsing-remitting MS (NCT00239655). However, the trial was terminated and no positive results have been reported. Two recent studies have demonstrated that during the course of EAE, CNS-infiltrated monocytes differentiate first into an inducible nitric oxide synthase (iNOS)-expressing, proinflammatory state, followed by a further shift into an arginase-1 (Arg1)-expressing immune modulatory state, which may facilitate tissue repair (45, 46). This suggests that completely blocking monocyte migration into the CNS may eliminate their beneficial role in resolving inflammation. Thus, understanding the molecular signals that trigger monocyte differentiation is critical for developing immunomodulatory strategies to specifically target the deleterious effect of monocytes.

Molecular signals that control monocyte differentiation are not well-understood but are believed to be multifactorial and likely include general inflammatory mediators and those mediators which are tissue-specific. In this regard, comparison of our data with other published gene expression studies of the Ly6C^+^ cells isolated from various inflammatory conditions may provide insight on the tissue-specific monocyte differentiation. We showed that the expression of *Csf1r* and *Csf2r* was high in the monocytes and further increased following their differentiation. CSF1 receptor signaling is critical for the tissue non-specific differentiation of monocytes under various inflammatory conditions and is defined by the expression of CD11c and MHC II. GM-CSF, which acts through CSF2 receptor, is dispensable for the production of iNOS and TNF-α in monocytes (47). However, several lines of evidence support the notion that GM-CSF signaling in monocytes is critical for CNS pathogenicity during EAE (48, 49). The combined impact of CSF1 and CSF2 receptor signaling on monocyte differentiation and function requires further investigation. Moreover, the expression of several γc family receptors were detected in the monocytes and monocyte-derived APCs in the CNS, including receptor for IL-4, IL-7, IL-15, and IL-21. The combination of GM-CSF and IL-4 is known to induce the differentiation of monocytes into dendritic cells *in vitro* (50, 51). In addition, GM-CSF-induced monocyte differentiation into dendritic cells is enhanced by IL-15 but inhibited by IL-21 (52). The role of these γ_c_ cytokines and their cellular source during EAE remains to be elucidated.

Our findings suggest that *Ccl17* and *Ccl22* may serve as signature genes for the monocyte-derived APCs. These chemokines were also demonstrated to promote EAE pathology (41). Mice lacking CCL17, CCL22, or their receptor, CCR4, are partially resistant to the development of EAE (40, 42, 53). These chemokines seem to promote EAE by enhancing myeloid cell migration and their production of TNF (40, 53). GM-CSF was found to be the main stimulant for the production of CCL17 in monocytes (39). Indeed, we found that GM-CSF induces the expression of CCL17 and CCL22 in monocytes, which is dependent on the activation of STAT5 tetramerization (Monaghan et al., manuscript in preparation). Future research can explore the possibility of targeting CCL17 and CCL22 for treating EAE and MS.

An important question that remains to be addressed is whether all monocyte-derived APCs defined by our gating strategy express *Ccl17, Ccl22*, and *Ccr7*, given that this population of cells may be heterogenous in nature. One possibility is that some cells within the monocyte-derived APC population express high levels of these genes, whereas other cells do not. In this regard, single-cell gene expression analysis or the use of reporter mice (e.g., *Ccl17*-reporter mice) may provide further insight.

Our RNA-Seq analysis has shown that monocytes, once migrated to the CNS and prior cell differentiation, highly expressed proinflammatory cytokines, such as *Il1b, Osm*, and *Tnf*, and chemokines, such as *Cxcl2* and *Cxcl10* that have been shown to promote the pathogenesis of EAE (54, 55). The expression of genes that are critical for antigen presentation, such as *H2-Ab1, H2-Aa, Cd74* were significantly induced in the differentiated APCs. This suggests that differentiation of monocytes increases their antigen-presentation capability, which is known to be a critical and distinctive function of the monocyte-derived APCs compared to the CNS-resident macrophages and macroglia (30). Based on surface marker expression, these cells co-expressed markers for dendritic cells and macrophages, although cells that only expressed markers of either cell type could not be excluded.

## Conclusion

In summary, we have shown that monocytes and monocyte-derived APCs in the CNS have distinct gene expression profiles during EAE, and found that expression of *Ccl17, Ccl22*, and *Ccr7* can be used to distinguish between monocyte-derived APCs and the undifferentiated monocytes. In the past, the monocyte-derived APCs are often described in the literature as monocyte-derived macrophages, monocytes/macrophages, or simply monocyte-derived myeloid cells. We propose that this population of cells can be better named as monocyte-derived inflammatory APCs.

## Data Availability Statement

The datasets generated for this study can be found in the RNA-Seq data deposited in GEO, under the accession number GSE137801, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137801. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Ethics Statement

The animal study was reviewed and approved by IACUC of West Virginia University, protocol number 1609003850.

## Author Contributions

KM and EW designed and performed experiments, analyzed data, and wrote the manuscript. WZ performed experiments. GH designed and implemented RNA-Seq data analysis. EW supervised the project. All authors approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] RansohoffRMHaflerDALucchinettiCF Multiple sclerosis-a quiet revolution. Nat Rev Neurol. (2015) 11:134–42. 10.1038/nrneurol.2015.1425686758PMC4556342

[2] WagnerCAGovermanJM. Novel insights and therapeutics in multiple sclerosis. F1000Res. (2015) 4:517. 10.12688/f1000research.6378.126339480PMC4544373

[3] De GrootCJBergersEKamphorstWRavidRPolmanCHBarkhofF. Post-mortem MRI-guided sampling of multiple sclerosis brain lesions: increased yield of active demyelinating and (p)reactive lesions. Brain. (2001) 124:1635–45. 10.1093/brain/124.8.163511459754

[4] SegalB.M. Modulation of the innate immune system: a future approach to the treatment of neurological disease. Clin Immunol. (2018) 189:1–3. 10.1016/j.clim.2018.03.00329628125

[5] MishraMKYongVW. Myeloid cells - targets of medication in multiple sclerosis. Nat Rev Neurol. (2016) 12:539–51. 10.1038/nrneurol.2016.11027514287

[6] KierdorfKMasudaTJordaoMJCPrinzM. Macrophages at CNS interfaces: ontogeny and function in health and disease. Nat Rev Neurosci. (2019) 20:547–62. 10.1038/s41583-019-0201-x31358892

[7] PrinzMErnyDHagemeyerN Ontogeny and homeostasis of CNS myeloid cells. Nat Immunol. (2017) 18:385–92. 10.1038/ni.370328323268

[8] GinhouxFJungS. Monocytes and macrophages: developmental pathways and tissue homeostasis. Nat Rev Immunol. (2014) 14:392–404. 10.1038/nri367124854589

[9] GuilliamsMMildnerAYonaS. Developmental and functional heterogeneity of monocytes. Immunity. (2018) 49:595–613. 10.1016/j.immuni.2018.10.00530332628

[10] FifeBTHuffnagleGBKuzielWAKarpusWJ. CC chemokine receptor 2 is critical for induction of experimental autoimmune encephalomyelitis. J Exp Med. (2000) 192:899–905. 10.1084/jem.192.6.89910993920PMC2193286

[11] IziksonLKleinRSCharoIFWeinerHLLusterAD. Resistance to experimental autoimmune encephalomyelitis in mice lacking the CC chemokine receptor (CCR)2. J Exp Med. (2000) 192:1075–80. 10.1084/jem.192.7.107511015448PMC2193310

[12] JakubzickCVRandolphGJHensonPM. Monocyte differentiation and antigen-presenting functions. Nat Rev Immunol. (2017) 17:349–62. 10.1038/nri.2017.2828436425

[13] UshachIZlotnikA. Biological role of granulocyte macrophage colony-stimulating factor (GM-CSF) and macrophage colony-stimulating factor (M-CSF) on cells of the myeloid lineage. J Leukoc Biol. (2016) 100:481–9. 10.1189/jlb.3RU0316-144R27354413PMC4982611

[14] LaceyDCAchuthanAFleetwoodAJDinhHRoiniotisJScholzG.M. Defining GM-CSF- and macrophage-CSF-dependent macrophage responses by *in vitro* models. J Immunol. (2012) 188:5752–65. 10.4049/jimmunol.110342622547697

[15] YamasakiRLuHButovskyOOhnoNRietschAMCialicR. Differential roles of microglia and monocytes in the inflamed central nervous system. J Exp Med. (2014) 211:1533–49. 10.1084/jem.2013247725002752PMC4113947

[16] KennedyHSJonesC3rdCaplaziP. Comparison of standard laminectomy with an optimized ejection method for the removal of spinal cords from rats and mice. J Histotechnol. (2013) 36:86–91. 10.1179/014788813X1375699421038224039319PMC3770983

[17] PatroRDuggalGLoveM.IIrizarryRAKingsfordC. Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods. (2017) 14:417–9. 10.1038/nmeth.419728263959PMC5600148

[18] FrankishADiekhansMFerreiraAMJohnsonRJungreisILovelandJ. GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res. (2019) 47:D766–73. 10.1093/nar/gky95530357393PMC6323946

[19] FengJMeyerCAWangQLiuJS, Shirley Liu X, Zhang Y. GFOLD: a generalized fold change for ranking differentially expressed genes from RNA-seq data. Bioinformatics. (2012) 28:2782–8. 10.1093/bioinformatics/bts51522923299

[20] HoweEASinhaRSchlauchDQuackenbushJ. RNA-Seq analysis in MeV. Bioinformatics. (2011) 27:3209–10. 10.1093/bioinformatics/btr49021976420PMC3208390

[21] JiaoXShermanBTHuang daWStephensRBaselerM.WLaneH.C. DAVID-WS: a stateful web service to facilitate gene/protein list analysis. Bioinformatics. (2012) 28:1805–6. 10.1093/bioinformatics/bts25122543366PMC3381967

[22] SupekFBosnjakMSkuncaNSmucT. REVIGO summarizes and visualizes long lists of gene ontology terms. PLoS ONE. (2011) 6:e21800. 10.1371/journal.pone.002180021789182PMC3138752

[23] LangletCTamoutounourSHenriSLucheHArdouinLGregoireC. CD64 expression distinguishes monocyte-derived and conventional dendritic cells and reveals their distinct role during intramuscular immunization. J Immunol. (2012) 188:1751–60. 10.4049/jimmunol.110274422262658

[24] RogersPBDriessnackMGHiltbold SchwartzE. Analysis of the developmental stages, kinetics, and phenotypes exhibited by myeloid cells driven by GM-CSF *in vitro*. PLoS ONE. (2017) 12:e0181985. 10.1371/journal.pone.018198528750033PMC5531556

[25] BennettMLBennettFCLiddelowSAAjamiBZamanianJLFernhoffNB. New tools for studying microglia in the mouse and human CNS. Proc Natl Acad Sci USA. (2016) 113:E1738–46. 10.1073/pnas.152552811326884166PMC4812770

[26] ButovskyOJedrychowskiMPMooreCSCialicRLanserAJGabrielyG. Identification of a unique TGF-beta-dependent molecular and functional signature in microglia. Nat Neurosci. (2014) 17:131–43. 10.1038/nn.359924316888PMC4066672

[27] ButtgereitALeliosIYuXVrohlingsMKrakoskiNRGautierEL. Sall1 is a transcriptional regulator defining microglia identity and function. Nat Immunol. (2016) 17:1397–406. 10.1038/ni.358527776109

[28] GautierELShayTMillerJGreterMJakubzickCIvanovS. Gene-expression profiles and transcriptional regulatory pathways that underlie the identity and diversity of mouse tissue macrophages. Nat Immunol. (2012) 13:1118–28. 10.1038/ni.241923023392PMC3558276

[29] GoldmannTWieghoferPJordaoMJPrutekFHagemeyerNFrenzelK. Origin, fate and dynamics of macrophages at central nervous system interfaces. Nat Immunol. (2016) 17:797–805. 10.1038/ni.342327135602PMC4968048

[30] JordaoMJCSankowskiRBrendeckeSMSagar LocatelliGTaiYH. Single-cell profiling identifies myeloid cell subsets with distinct fates during neuroinflammation. Science. (2019) 363:eaat7554. 10.1126/science.aat755430679343

[31] LewisNDHillJDJuchemKWStefanopoulosDEModisLK. RNA sequencing of microglia and monocyte-derived macrophages from mice with experimental autoimmune encephalomyelitis illustrates a changing phenotype with disease course. J Neuroimmunol. (2014) 277:26–38. 10.1016/j.jneuroim.2014.09.01425270668

[32] LiQLanXHanXWangJ. Expression of Tmem119/Sall1 and Ccr2/CD69 in FACS-sorted microglia- and monocyte/macrophage-enriched cell populations after intracerebral hemorrhage. Front Cell Neurosci. (2018) 12:520. 10.3389/fncel.2018.0052030687011PMC6333739

[33] ZeiselAMunoz-ManchadoABCodeluppiSLonnerbergPLa MannoGJureusA. Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science. (2015) 347:1138–42. 10.1126/science.aaa193425700174

[34] JayTRMillerCMChengPJGrahamLCBemillerSBroihierML. TREM2 deficiency eliminates TREM2+ inflammatory macrophages and ameliorates pathology in Alzheimer's disease mouse models. J Exp Med. (2015) 212:287–95. 10.1084/jem.2014232225732305PMC4354365

[35] HelftJBottcherJChakravartyPZelenaySHuotariJSchramlBU. GM-CSF mouse bone marrow cultures comprise a heterogeneous population of CD11c(+)MHCII(+) macrophages and dendritic cells. Immunity. (2015) 42:1197–211. 10.1016/j.immuni.2015.05.01826084029

[36] MenezesSMelandriDAnselmiGPerchetTLoschkoJDubrotJ The heterogeneity of Ly6C(hi) monocytes controls their differentiation into iNOS(+) macrophages or monocyte-derived dendritic cells. Immunity. (2016) 45:1205–18. 10.1016/j.immuni.2016.12.00128002729PMC5196026

[37] SchroderB. The multifaceted roles of the invariant chain CD74– more than just a chaperone. Biochim Biophys Acta. (2016) 1863:1269–81. 10.1016/j.bbamcr.2016.03.02627033518

[38] YuYRO'KorenEGHottenDFKanMJKopinDNelsonER. A protocol for the comprehensive flow cytometric analysis of immune cells in normal and inflamed murine non-lymphoid tissues. PLoS ONE. (2016) 11:e0150606. 10.1371/journal.pone.015060626938654PMC4777539

[39] AchuthanACookADLeeMCSalehRKhiewHWChangMW. Granulocyte macrophage colony-stimulating factor induces CCL17 production via IRF4 to mediate inflammation. J Clin Invest. (2016) 126:3453–66. 10.1172/JCI8782827525438PMC5004969

[40] RulandCRenkenHKuzmanovIFattahi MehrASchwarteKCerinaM. Chemokine CCL17 is expressed by dendritic cells in the CNS during experimental autoimmune encephalomyelitis and promotes pathogenesis of disease. Brain Behav Immun. (2017) 66:382–93. 10.1016/j.bbi.2017.06.01028642092

[41] ScheuSAliSRulandCAroltVAlferinkJ. The C-C chemokines CCL17 and CCL22 and their receptor CCR4 in CNS autoimmunity. Int J Mol Sci. (2017) 18:E2306. 10.3390/ijms1811230629099057PMC5713275

[42] PoppensiekerKOtteDMSchurmannBLimmerADresingPDrewsE. CC chemokine receptor 4 is required for experimental autoimmune encephalomyelitis by regulating GM-CSF and IL-23 production in dendritic cells. Proc Natl Acad Sci USA. (2012) 109:3897–902. 10.1073/pnas.111415310922355103PMC3309768

[43] ChampionTCPartridgeLJOngSMMalleretBWongSCMonkPN. Monocyte subsets have distinct patterns of tetraspanin expression and different capacities to form multinucleate giant cells. Front Immunol. (2018) 9:1247. 10.3389/fimmu.2018.0124729937768PMC6002745

[44] ShaHZhangDZhangYWenYWangY. ATF3 promotes migration and M1/M2 polarization of macrophages by activating tenascinC via Wnt/betacatenin pathway. Mol Med Rep. (2017) 16:3641–7. 10.3892/mmr.2017.699228714032

[45] GilesDAWashnock-SchmidJMDunckerPCDahlawiSPonathGPittD. Myeloid cell plasticity in the evolution of central nervous system autoimmunity. Ann Neurol. (2018) 83:131–41. 10.1002/ana.2512829283442PMC5876132

[46] LocatelliGTheodorouDKendirliAJordaoMJCStaszewskiOPhulphagarK. Mononuclear phagocytes locally specify and adapt their phenotype in a multiple sclerosis model. Nat Neurosci. (2018) 21:1196–208. 10.1038/s41593-018-0212-330127427

[47] GreterMHelftJChowAHashimotoDMorthaAAgudo-CanteroJ. GM-CSF controls nonlymphoid tissue dendritic cell homeostasis but is dispensable for the differentiation of inflammatory dendritic cells. Immunity. (2012) 36:1031–46. 10.1016/j.immuni.2012.03.02722749353PMC3498051

[48] CroxfordALLanzingerMHartmannFJSchreinerBMairFPelczarP. The cytokine GM-CSF drives the inflammatory signature of CCR2+ monocytes and licenses autoimmunity. Immunity. (2015) 43:502–14. 10.1016/j.immuni.2015.08.01026341401

[49] SpathSKomuczkiJHermannMPelczarPMairFSchreinerB. Dysregulation of the cytokine GM-CSF induces spontaneous phagocyte invasion and immunopathology in the central nervous system. Immunity. (2017) 46:245–60. 10.1016/j.immuni.2017.01.00728228281

[50] SanderJSchmidtSVCirovicBMcGovernNPapantonopoulouOHardtAL. Cellular differentiation of human monocytes is regulated by time-dependent interleukin-4 signaling and the transcriptional regulator NCOR2. Immunity. (2017) 47:1051–66.e1012. 10.1016/j.immuni.2017.11.02429262348PMC5772172

[51] SallustoFLanzavecchiaA. Efficient presentation of soluble antigen by cultured human dendritic cells is maintained by granulocyte/macrophage colony-stimulating factor plus interleukin 4 and downregulated by tumor necrosis factor alpha. J Exp Med. (1994) 179:1109–18. 10.1084/jem.179.4.11098145033PMC2191432

[52] BrandtKBulfone-PausSFosterDCRuckertR. Interleukin-21 inhibits dendritic cell activation and maturation. Blood. (2003) 102:4090–8. 10.1182/blood-2003-03-066912893770

[53] DoganRNLongNFordeEDennisKKohmAPMillerSD. CCL22 regulates experimental autoimmune encephalomyelitis by controlling inflammatory macrophage accumulation and effector function. J Leukoc Biol. (2011) 89:93–104. 10.1189/jlb.081044220940325PMC3004518

[54] FifeBTKennedyKJPaniaguaMCLukacsNWKunkelSLLusterAD. CXCL10 (IFN-gamma-inducible protein-10) control of encephalitogenic CD4+ T cell accumulation in the central nervous system during experimental autoimmune encephalomyelitis. J Immunol. (2001) 166:7617–24. 10.4049/jimmunol.166.12.761711390519

[55] StoolmanJSDunckerPCHuberAKGilesDAWashnock-SchmidJMSoulikaAM. An IFNgamma/CXCL2 regulatory pathway determines lesion localization during EAE. J Neuroinflammation. (2018) 15:208. 10.1186/s12974-018-1237-y30012158PMC6048869

How the deposited data were processed for this re-analysis (not part of the article)

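RNA of bone marrow monocytes, spinal cord monocytes and spinal cord monocyte-derived APCs, sorted at days 14 to 15 after immunization of mice with MOG peptide, was sequenced as 1 pooled library per population. The authors estimated expression with SALMON and GENCODE vM22, pooling the transcripts of each gene, and deposited TPM (a share of transcripts that sums to the same total in each library), estimated counts of reads and effective lengths. The TPM values, as deposited, are normalized by the authors for effective length and library size. The estimated counts, as deposited by the authors, are not normalized and hold fractions of reads where a read was shared between transcripts. The monocyte values cover 54432 genes and the APC values 22242, so the APC library was quantified on another transcript set, which the paper's text does not describe. In the Supplementary Tables, which list 2577 genes, the TPM of both monocyte populations equals the deposited TPM for every gene, and the TPM of APCs equals it for 10 genes.

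The 22238 genes listed in all 3 libraries were compared. TPM was rescaled to the same sum over them in each library, and estimated counts were rounded to whole reads, with 32115783 in bone marrow monocytes, 26116674 in spinal cord monocytes and 28209342 in APCs. Gene symbols and coordinates came from GENCODE M21 on GRCm38, in which 99.0% of the common genes have the same identifier and version. Each population was one condition, and spinal cord monocytes were compared with bone marrow monocytes and APCs with spinal cord monocytes.

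The paper defines differential expression by GFold. The tool was not used here, and its definition was computed anew. The log2 ratio of 2 libraries was given a posterior from gamma distributions of the reads plus 1, scaled by median-of-ratios size factors. A gene was called where the percentile 1 or 99 of the posterior lay beyond a 2-fold change and rescaled TPM was over 3 in at least 1 of the 2 libraries. This reads the paper's threshold of 2 on log2 TPM as one on log2 of TPM plus 1, which the paper does not state. On simulated libraries with known changes, 200 of 200 changed genes were called and 0 of 9145 unchanged genes. The planted changes all lay well beyond a 2-fold change and the noise was counting error only. The result therefore does not cover genes near the threshold. A spread between libraries with no change was also simulated. With a coefficient of variation of 0.4, 1464 of 9345 active genes were called, and 6 when the same spread was added to the interval. With 0.2 these counts were 53 and 0. For comparison, 351 genes were called between spinal cord monocytes and APCs. With 1 library per condition, no test of the conditions was possible, and no p-value is given. TPM of a gene was given a 95% Wilson interval, and its floor was the TPM of 3 reads.

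The genes named are those of the paper's results text and Figures 2 to 9, and the 5 called genes with the largest generalized fold change in each direction of each comparison. The most abundant or most changed members of a gene list could also be named. Gene ontology enrichment was replaced by 19 gene lists, written with the Supplementary Tables at hand, which hold values of the same libraries. The median log2 fold change of a list was placed among 10000 random lists of the same size matched on mean expression, drawn with a seed of 1. Lists with fewer than 3 active genes have no median.

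The alternatives tried were a TPM threshold of 4 or none, total reads or TMM factors in place of median-of-ratios size factors, reads divided by effective length, an assumed spread between libraries with a coefficient of variation of 0.2 or 0.4, a bound at 0.001 in place of 0.01, 0.5 reads added in place of 1, a plain 2-fold change, and the genes without ribosomal protein, mitochondrially encoded and Gm-numbered genes. The assumed spread was applied in full to each pooled library, whereas a spread between single animals would shrink with the number pooled. TPM as deposited, a pseudocount of 1 or 0.1 on TPM, and all genes of the monocyte libraries were also tried. The supplementary APC values were added after the data were examined. Flow cytometry and the microglia reference of Supplementary Figure 3 were not analysed here. Results on 2 genes that the paper names are not reported here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used, with R 4.3.3 and edgeR 4.0.16 for the TMM factors only.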

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

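The tests on single lists of marker genes were chosen only after the result was seen, whereas those on neural tissue in general and on pseudogenes were set before.

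Lists of marker genes of lymphocytes, red blood cells and cells of the nervous and vascular tissue hold genes that the paper's text does not discuss, apart from Ly6c1, although Figure 8 shows Cd2 and Cd22. The summed TPM of 7 of these lists was higher in both spinal cord libraries than in bone marrow monocytes. The T cell genes summed to 3.04 TPM in bone marrow monocytes, 139 TPM in spinal cord monocytes and 222 TPM in APCs. In the same order, NK cell genes summed to 7.46, 34.4 and 68.5 TPM, erythroid genes to 1.94, 148 and 50.3 TPM, astrocyte genes to 4.17, 20.3 and 21.1 TPM and neuron genes to 0.741, 4.61 and 5.14 TPM. Choroid plexus genes summed to 0.432, 116 and 13.1 TPM and endothelial genes to 86.9, 187 and 103 TPM. Oligodendrocyte genes summed to 103, 108 and 83.2 TPM, which in APCs was not above the bone marrow, and B cell genes to 207, 39.3 and 75.0 TPM, lower in both spinal cord libraries.

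For the T cell list, 14 of 21 genes were above 3 TPM in spinal cord monocytes, for the endothelial list 8 of 11 and for the oligodendrocyte list 6 of 11. For the erythroid list it was 4 of 7, the hemoglobin genes Hba-a2, Hbb-bs, Hba-a1 and Hbb-bt. Ly6c1, named by the paper as a monocyte gene, is among the endothelial genes and accounts for 76.2 TPM of their sum. For the NK cell list 3 of 12 genes were above 3 TPM, namely Klrk1, Nkg7 and Gzmb, and for the astrocyte list 3 of 8, namely Gfap, Gja1 and Slc1a2. For the choroid plexus list it was 1 of 7, Ttr, at 112 TPM in spinal cord monocytes and 12.3 TPM in APCs, and for the neuron list 0 of 9. Over the oligodendrocyte, astrocyte and neuron genes together, 9 of 28 were above 3 TPM in spinal cord monocytes and 9 in APCs. A count of genes above 3 TPM depends on the amount of admixed RNA, so a small admixture would leave few genes above it. From bone marrow to spinal cord monocytes, oligodendrocyte genes had a median log2 fold change of 5.59, at percentile 99.87 of random lists, and the summed reads of neuron genes went from 27 to 222. The astrocyte median of 5.52 was inside the range of random lists, at percentile 93.6. Summed reads of oligodendrocyte genes fell from 8030 to 5687. These values do not all point the same way, and RNA of neural tissue remains a candidate source. The spinal cord and bone marrow libraries differ in tissue as well as in cells. Transcription of these genes in monocytes that entered the spinal cord was not tested, and the pattern cannot be told apart from RNA of other cells for any of these lists.

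The 2 monocyte libraries also list 32194 genes that the APC library does not, and the paper measures the expression of protein-coding genes. Of 1340 that were active, 226 were called higher in spinal cord than in bone marrow monocytes and 82 lower. Reads shared with pseudogenes could produce such changes, and 87 of the 308 changed genes were pseudogenes, and 73 were lincRNA. The share of pseudogenes that shared reads would give was not computed, so the changes cannot be told apart from that explanation. Other technical explanations were not tested for these genes, so the changes are not called biological.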

How the results depend on the processing

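No test in this part was chosen after the result was seen, and 1 alternative was, the supplementary APC values in place of the deposited ones. The other alternatives were set before the data were examined. No paired analysis and no leaving out of replicates was possible because each population has 1 library. The cause of the changes below was not tested.

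The number of genes called depended on how much spread between libraries was assumed and on the threshold on TPM. With a coefficient of variation of 0.2, 898 genes were called higher and 454 lower in spinal cord than in bone marrow monocytes, and 84 higher and 34 lower in APCs than in spinal cord monocytes. With 0.4 these counts were 593, 206, 37 and 13. The assumed spread is one between pooled libraries, and its true size cannot be measured with 1 library per population, which limits every count. Without a threshold on TPM, 2591 genes were called higher in the first comparison, and 389 higher and 288 lower in the second. With a plain 2-fold change, 322 were higher and 290 lower in the second. On reads divided by effective length, 389 were lower in the second. The other counts stayed within 1.5 times those first reported. More genes were called in the first comparison than in the second under every alternative run for both. The majority direction of the first comparison did change, from 55.4% of calls higher to 47.1% with total reads, 42.9% on reads divided by effective length and 46.4% over all genes of the monocyte libraries. Total reads shifted every log2 ratio of the first comparison by -0.16, so its majority direction depends on the scaling and is left open. That of the second changed from 53.9% of calls higher to 34.2% on reads divided by effective length.

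The medians of the lists of mitosis, cytokines, MHC class II, interferon response and chemotaxis kept their direction and their side of the random lists without the filter on TPM and on reads divided by effective length. Without the filter, 4 medians reversed. That of conventional dendritic cell genes became 1.49, above the random lists, and that of B cell genes 1.75 in the first comparison, and in the second that of neutrophil genes became -0.025 and that of astrocyte genes 0.18. Without it, the NK cell and astrocyte lists also passed the random lists in the first comparison, at 3.72 and 5.14, and the B cell list no longer did in the second, at 0.65. On reads divided by effective length, the B cell list passed them in the first comparison, at -1.71, and the neutrophil and immediate early gene lists in the second, at 0.21 and -0.37. The neuron and choroid plexus lists had too few active genes for a median with the filter.

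Without the filter, Pearson's r across genes rose to 0.931 between bone marrow and spinal cord monocytes, 0.983 between spinal cord monocytes and APCs and 0.920 between bone marrow monocytes and APCs. The median absolute log2 ratios fell to 0.216, 0.130 and 0.253, and the order of the 3 pairs stayed the same.

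The 116 fold changes were those behind the paper's statements on single genes and the 5 largest calls in each direction of each comparison. Of these, 1 reversed, that of Csf2rb from spinal cord monocytes to APCs. It was -0.39 on reads, 0.35 on reads divided by effective length and with log2 of TPM plus 1 or plus 0.1, 0.58 with TPM as deposited and 0.40 with the supplementary APC values. With the assumed spread of 0.2, 39 no longer passed the threshold, and with 0.4, 45. With total reads 4 no longer did, with reads divided by effective length 5, and with TPM as deposited 9, while 3 newly passed it in each of the last 2. TMM factors and 0.5 reads added changed none. With the supplementary APC values, chosen after the data had been seen, 1 of 33 no longer passed it, Atf3 at -0.20. In the second comparison, TPM as deposited gave -0.88 for Ccr2, -1.05 for Bach1 and -1.08 for Jarid2. Genes at or under 3 reads in a library, such as Ccl17 and Ccr7 in the bone marrow, have a lower bound of their change only.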

Differences from the paper's values

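No test in this part was chosen after the result was seen. The figures were read by eye after the deposited values had been seen, and a first set of readings was discarded and read again. The readings are therefore not blind. In APCs against spinal cord monocytes, 162 genes were called lower against the paper's 96. With the bound at 0.001 in place of 0.01 the count was 136, within 1.5 times the paper's. The other alternatives set before the data were examined did not close the gap, with 152 for a TPM threshold of 4, 288 for none, 147 for total reads, 389 for reads divided by effective length, 34 and 13 for an assumed coefficient of variation of 0.2 and 0.4, 165 for 0.5 reads added, 290 for a plain 2-fold change and 155 without ribosomal protein, mitochondrially encoded and Gm-numbered genes. TMM factors did not close it either.

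For APCs, TPM of most genes named in the paper differs somewhat from the paper's Supplementary Tables, and for 5 of them 1 value was over 1.5 times the other. These were Ly6c1 35.4 TPM against the paper's 22.5 TPM, Il17ra 16.7 TPM against the paper's 36.3 TPM, Cxcl9 229.7 TPM against the paper's 424 TPM, Cd300a 16.3 TPM against the paper's 26.1 TPM and Atf3 650.1 TPM against the paper's 1113 TPM. With TPM as deposited in place of rescaled TPM, the only alternative set before the data were examined that applies to TPM, the values were 35.4, 16.7, 229.6, 16.3 and 650.1 TPM, and none closed the gap. For Atf3 in APCs, Fig. 9, read by eye, shows about 650 TPM. The alternative that takes the supplementary APC values themselves, chosen after seeing the values, holds the paper's values by construction.

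In the figures, the paper's Ly6c1 value for bone marrow monocytes is about 150 TPM in Fig. 3, read by eye, against 68.1 TPM here and 57.9 TPM as deposited. The paper's Nrg1 value for spinal cord monocytes is about 84 TPM in Fig. 9, read by eye, against 54.0 TPM here and 46.1 TPM as deposited. The paper's Tet1 value is about 6 TPM in bone marrow monocytes and about 41 TPM in spinal cord monocytes in Fig. 9, read by eye, against 2.10 and 11.9 TPM here and 1.78 and 10.1 TPM as deposited. TPM as deposited did not close any of these gaps.

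Several statements in the paper's text or figures differ from the values here, some in direction and others only in not passing the 2-fold threshold of the call. The paper states that Ly6c falls on the way from the bone marrow to the spinal cord and plots Ly6c1, whose log2 fold change was 0.65 here, while Ly6c2 had -0.27 and was not called. It states that Itgax, H2-Ab1, H2-Aa, Cd68 and Mertk increase during differentiation in the spinal cord only. Between bone marrow and spinal cord monocytes, Itgax, H2-Ab1, H2-Aa and Mertk already rose by 7.55, 5.08, 7.99 and 5.90 and Cd68 by 0.94, the last not called. Only the bone marrow cells were sorted as negative for CD11c, which Itgax encodes, so this rise of Itgax cannot be told apart from the sort. From spinal cord monocytes to APCs, Mertk (0.86) and Cd68 (0.82) rose without being called, and Mertk passed the threshold with TPM as deposited (1.11). Cd9, which the paper describes as further up-regulated in APCs, rose by 0.49 and was not called.

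Of the cytokines the paper describes as maintained in APCs, Osm fell from 830.2 to 401 TPM. The paper places the increase of Il6 below that of Osm and Tnf, whereas its log2 fold change was 7.84 (98% interval 6.63 to 9.51) against 6.19 and 5.36. The Discussion describes the receptors Csf1r and Csf2r as further increased in APCs, where Csf1r had 0.18, Csf2ra -0.48 and Csf2rb -0.39, and none was called higher under any alternative. Csf1r rose by 0.75 on reads divided by effective length and with log2 of TPM plus 1 or plus 0.1, and by 0.98 with TPM as deposited. Csf2rb reached a positive value on reads divided by effective length (0.35), with log2 of TPM plus 1 or plus 0.1, with TPM as deposited (0.58) and with the supplementary APC values (0.40). Csf2ra passed the threshold for a fall on reads divided by effective length (-1.48). The paper gives Mrc1, Siglec1 and Pf4 as very low or absent, and they had 17.9, 18.3 and 14.1 TPM in APCs. Zbtb46, in the same statement, had 3.37 TPM in APCs and was called higher there. Of the transcription factors that the paper gives as reduced in APCs, Tet1 rose by 0.68, and Camta1 (-0.59), Zfp961 (-0.45) and Esrra (-1.02) fell without being called. Read by eye, Fig. 9 shows Tet1 at about 41 TPM in spinal cord monocytes and about 19 TPM in APCs. The values here were 11.9 and 18.6 TPM. In the same order it shows Camta1 at about 43 and 18 TPM, against 32.0 and 17.6 TPM here. Zfp961 is at about 18 and 8 TPM there, against 14.9 and 8.54 TPM here. The APC values come from another transcript set than the monocyte values, so these differences cannot be told apart from its effect. Esrra passed the threshold on reads divided by effective length (-1.23) and with log2 of TPM plus 1 (-1.18) or plus 0.1 (-1.23). Mef2c, which the paper gives as increased, rose by 0.97 and passed it on reads divided by effective length (1.19), with TPM as deposited (1.41) and with log2 of TPM plus 1 (1.12) or plus 0.1 (1.18). The paper groups Nrg1 with Atf3 as induced in the spinal cord, where it rose by 0.87 and was not called, and gives Hopx as similar in both monocyte populations, where it fell by 0.65 on the log2 scale without being called. Camta1, in the same statement, rose by 1.07 and was not called either.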

Other observations

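The comparison of the called genes between the 2 sets of APC values and the 3 tests of spread were chosen only after the result was seen.

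A candidate explanation for genes called between spinal cord monocytes and APCs is that the APC values come from another transcript set than the monocyte values. The deposited and the supplementary TPM of the APC library were compared over 2210 genes, with their median log2 difference of 0.16 removed. Of these, 30 genes, or 1.36%, differed by over 2-fold, 25 of them with the lower value deposited. This is below the 5% set before the test, but the test compares TPM, while the calls rest on reads, so the calls cannot be told apart from an effect of the transcript set at single genes. The paper's methods state whole transcripts for its expression values, with no exception for APCs. Of the 266 called genes that the Supplementary Tables list, 238 kept a change over 2-fold in the same direction with the supplementary APC values, 132 of 139 called higher and 106 of 127 called lower. Of those in Supplementary Tables 3 and 4, the paper's own calls in this comparison, 227 of 227 kept it, and of those listed in Supplementary Tables 1 and 2 only, 11 of 39. The paper's calls separate these 2 groups, so neither share could come out freely. A further 85 called genes are in none of the tables. Among those are Gm20594, Lrrc17, Cdh11, Trim2 and Col26a1, for which the transcript set remains a candidate explanation.

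Genes of microglia, mature dendritic cells and conventional dendritic cells were higher in APCs than in spinal cord monocytes, with median log2 fold changes of 1.23, 2.24 and 2.01. If 1 source of RNA had added the same multiple to every gene of a list, the fold changes would spread less than those of random lists. Their interquartile ranges of 0.85, 3.15 and 2.23 were at percentiles 98.7, 100.0 and 100.0 of those of random lists, the wide end. Random lists hold mostly genes with little change and spread little, so a strongly raised list lies at the wide end whatever raised it. An admixture of other cells need not raise each gene by the same multiple either, so the pattern cannot be told apart from an admixture or from expression in the APCs.

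For the 2473 genes called between bone marrow and spinal cord monocytes, GC content, transcript length and library depth could be technical explanations. Spearman's rho across active genes, which are not independent replicates, was 0.108 between log2 fold change and GC content and -0.0797 between log2 fold change and transcript length. With every library thinned to the smallest total, 2439 genes were called. The difference in depth between these libraries therefore does not explain the number of changed genes. No correction for GC content or transcript length was run, so the correlations cannot decide whether either affects that number. The bone marrow and the spinal cord were also dissociated in different ways. Their cells were sorted with different gates as well, with CD64 used in the spinal cord only and CD11c in the bone marrow only. Immediate early genes had a median log2 fold change of 2.61 in spinal cord monocytes, at percentile 100.0 of the random lists. Tissue dissociation and inflammation predict the same rise, so the pattern cannot be told apart from dissociation.

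Other lists are given as values. Neutrophil genes had a median log2 fold change of -2.44 from bone marrow to spinal cord monocytes, below all random lists, and their summed TPM was 34315 and 10776. Between spinal cord monocytes and APCs, erythroid genes had a median of -1.54, endothelial genes of -0.75 and T cell genes of 0.72. Mitosis genes had a median of 0.32 in the same comparison, at percentile 99.97 of the random lists, with 0 of 53 genes called higher.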
